# Identification of conserved hepatic transcriptomic responses to 17β-estradiol using high-throughput sequencing in brown trout

**DOI:** 10.1152/physiolgenomics.00123.2014

**Published:** 2015-06-16

**Authors:** Tamsyn M. Uren Webster, Janice A. Shears, Karen Moore, Eduarda M. Santos

**Keywords:** RNA-Seq, Illumina, transcriptomics, sequencing, salmonid

## Abstract

Estrogenic chemicals are major contaminants of surface waters and can threaten the sustainability of natural fish populations. Characterization of the global molecular mechanisms of toxicity of environmental contaminants has been conducted primarily in model species rather than species with limited existing transcriptomic or genomic sequence information. We aimed to investigate the global mechanisms of toxicity of an endocrine disrupting chemical of environmental concern [17β-estradiol (E2)] using high-throughput RNA sequencing (RNA-Seq) in an environmentally relevant species, brown trout (*Salmo trutta*). We exposed mature males to measured concentrations of 1.94, 18.06, and 34.38 ng E2/l for 4 days and sequenced three individual liver samples per treatment using an Illumina HiSeq 2500 platform. Exposure to 34.4 ng E2/L resulted in 2,113 differentially regulated transcripts (FDR < 0.05). Functional analysis revealed upregulation of processes associated with vitellogenesis, including lipid metabolism, cellular proliferation, and ribosome biogenesis, together with a downregulation of carbohydrate metabolism. Using real-time quantitative PCR, we validated the expression of eight target genes and identified significant differences in the regulation of several known estrogen-responsive transcripts in fish exposed to the lower treatment concentrations (including *esr1* and *zp2.5*). We successfully used RNA-Seq to identify highly conserved responses to estrogen and also identified some estrogen-responsive transcripts that have been less well characterized, including *nots* and *tgm2l*. These results demonstrate the potential application of RNA-Seq as a valuable tool for assessing mechanistic effects of pollutants in ecologically relevant species for which little genomic information is available.

the major endogenous estrogen in vertebrates, 17β-estradiol (E2), is a significant contributor to the estrogenic contamination of surface waters, and E2 equivalent concentrations (EEQs) of up to 10 ng/l have been reported in rivers worldwide (10, 16, 26). In addition to input via wastewater treatment work effluents, E2 enters rivers via livestock and poultry waste and can cause pulses of contamination (50, 51). In water bodies, E2 can also act in conjunction with other natural and synthetic estrogenic chemicals (i.e., estrone; ethynylestradiol, phytoestrogens, alkylphenols and other industrial chemicals) to cause adverse effects in natural populations of fish. Reported effects of environmental estrogens include the induction of intersex in many species including roach (28) and gudgeon (58), decreased reproductive success in wild fish (21, 27), and population collapses (31), providing evidence for the risks that estrogens pose to the sustainability of wild fish populations.

The effects of E2, and other estrogenic contaminants, are mediated predominantly via genomic pathways through binding and activation of nuclear estrogen receptors, which are ligand-dependent transcription factors (48). Through this mechanism, estrogen exposure is associated with a highly conserved induction of a well-characterized suite of responsive genes. Of these, vitellogenin induction in male and juvenile fish has been the most widely described. In addition, induction of the transcripts encoding for estrogen receptor 1 (*esr1*) and zona pellucida proteins are also well-characterized responses to estrogen exposure (e.g., 18, 48, 55, 60). The transcription of these genes in the liver is known to be strongly associated with the stage of vitellogenesis in females and regulated via estrogen signaling (1). In addition to regulating the reproductive system, estrogens play a crucial role in a diverse range of other physiological processes including skeletal, muscular, cardiovascular, immune, and ion-regulatory systems, all of which are therefore potential targets for disruption following exposure to estrogenic contaminants in fish (19, 48).

Transcriptomic approaches have been employed to characterize both the normal endogenous effects of estrogen signaling in females, and the effects of exposure to a number of estrogenic chemicals in male and juvenile fish using microarrays (e.g., 4, 18, 30, 34) and high-throughput sequencing (RNA-SAGE) (60). These studies have reported extensive transcriptional changes, reflecting the diverse range of genes and processes regulated by estrogens, including a number of broadly conserved pathways. High-throughput RNA sequencing (RNA-Seq) has recently emerged as a robust, accurate, and reproducible tool for conducting transcriptomics (36, 43, 49), but, as yet, this approach has rarely been applied to ecotoxicology. A major advantage of this technique is that it can be used to conduct unbiased, global mechanistic analysis in any species of interest without a requirement for prior sequence information.

In this project, we employed RNA-Seq on an Illumina HiSeq 2500 platform to characterize the global hepatic transcriptomic responses of sexually mature male brown trout following exposure to E2, including at environmentally relevant concentration. Brown trout are an ecologically and economically important native European species, known to be sensitive to environmental stressors, but studies conducting mechanistic evaluations of its response to chemical toxicity are scarce. E2, originating from agricultural pollution, may be one of the environmentally relevant chemicals potentially affecting brown trout populations, which typically inhabit, and spawn in, smaller streams within farmland catchments. Additionally, by investigating the response to an estrogen, we aimed to discuss the suitability of RNA-Seq to identify a conserved mechanistic response and its role as a valuable and robust tool in ecotoxicology.

## MATERIALS AND METHODS

### 

#### Fish maintenance.

All experiments were conducted under approved protocols according to the UK Home Office regulations for use of animals in scientific procedures.

A mixed-sex population of brown trout (2 yr old) including mature and immature fish of both sexes were obtained from a local aquaculture facility (Hooke Springs Trout Farm, Dorset, UK) in late September, to correspond with the latter stages of reproductive maturation in this species, and maintained in 215-liter tanks to allow for acclimation to laboratory conditions for 3 wk prior to the start of the exposure, at the University of Exeter, UK. Each tank was aerated, supplied with 430 l/day dechlorinated tap water, and maintained at 12 ± 0.2°C, pH 7.5. Fish were kept under a 16:8 h light-dark cycle (with 30 min dawn/dusk transitional periods) and fed with pellet feed (8 mm; Biomar, Grangemouth, UK) at a rate of 2% body weight per day. To exclude sexually mature females, which would be naturally excreting estrogens that may have influenced the exposure, we measured plasma calcium concentrations in all fish prior to the start of the exposure. Concentration of plasma calcium is known to be a good indicator of vitellogenin and maturity status of female fish (40). Fish used in the exposure experiment included mature males and immature fish of both sexes.

#### Chemical exposures and sampling.

Chemical exposure was conducted via a flow through system for a period of 4 days. This exposure duration was chosen because short-term estrogen exposures are known to induce considerable and rapid transcriptional change (19) and to limit any possible confounding secondary effects of estrogen exposure (38). Four days can also be expected to simulate pulses of environmental estrogenic exposure associated with agricultural pollution (50, 51). Fish were exposed to three nominal concentrations, 2.5, 25, and 250 ng E2/l (17β-estradiol ≥98% purity, Sigma), or a dilution water control. The lowest concentration is in the range of EEQ concentrations reported in the environment (16, 26), while the higher concentrations were selected to facilitate mechanistic analysis.

Each treatment group consisted of one tank containing eight individual fish (mature males and sexually immature fish of both sexes), and the control treatment was run in duplicate. Water samples were collected from each tank on *day 3* of the exposure period and stored at −20°C prior to chemical analysis, using an Enzyme Immunoassay for Estradiol kit (Oxford Biomedical Research, Oxford, MI) according to the manufacturer's instructions. Samples were diluted or concentrated (using an appropriate ratio of ethyl acetate and exposure water) to fall within the range of assay detection (0.02–2 μg/l) and measured in duplicate. The cross-reactivity of this assay was 100% for E2 and ≤1.00% for testosterone and other sex steroids. The measured concentrations of E2 in the water were 1.94, 18.06, and 34.38 ng E2/l. The relatively low concentration of E2 measured in the 250 ng E2/l treatment group is likely due to its poor water solubility, given that we performed the exposure without the use of solvents to increase its environmental relevance. Concentrations of E2 in the concentrated stock solutions used to prepare the exposure concentrations were measured in parallel with exposure water samples and were 85, 77, and 43% of the nominal values for the 1.9, 18.1, and 34.4 ng/l treatments, respectively. This suggests that the poor recovery of E2 in the highest treatment concentration predominantly resulted from poor solubility in the stock solution. Throughout this paper, we refer to the measured concentrations of E2 to indicate the exposure concentrations.

Fish were humanely killed on *day 4* of the exposure period by a lethal dose of benzocaine (0.5 g/l, Sigma-Aldrich) followed by destruction of the brain by pithing with a blade, in accordance with UK Home Office regulations. Wet weight and fork length were recorded and the condition factor {k = [weight (g) × 100]/[fork length (cm)^3^]} was calculated for individual fish. Sex and maturity of all fish were confirmed by observation of the gonads, and gonadosomatic index (GSI) {[gonad weight (mg)/total weight (mg)] × 100 } was determined. Livers were dissected and weighed, and the hepatosomatic index (HSI) {[liver weight (mg)/total weight (mg)] × 100} was determined for individual fish. Portions of the liver were then snap-frozen in liquid nitrogen and stored at −80°C prior to RNA extraction. Statistical analysis of morphological parameters was conducted using SigmaStat (version 12.0). All morphometric data met assumptions of normality (verified by the Shapiro-Wilk test) and equal variance, and were analyzed by single-factor one-way analysis of variance (ANOVA).

#### RNA extraction, library preparation, and sequencing.

Transcript profiling was conducted in the livers of three sexually mature males per treatment group. RNA was extracted from livers with TRI reagent (Sigma-Aldrich) according to the manufacturer's instructions and then further purified and treated with DNase on RNeasy Mini extraction columns (Qiagen). The concentration, purity, and integrity of RNA were determined using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies) and an Agilent 2100 Bioanalyzer (Agilent Technologies). All RNA input to library construction was of high quality with 260/280 and 260/230 ratios >1.8 and RNA integrity number scores >8. External RNA Controls Consortium (ERCC) spike-in control mixes (Ambion) were added to all individual RNA samples, according to the manufacturer's instructions. cDNA libraries from all 15 samples were then prepared using the Illumina TruSeq RNA Sample Preparation kit, multiplexed with 24 samples per lane (together with samples from another project) and sequenced using an Illumina HiSeq 2500 to generate 100 bp paired-end reads, according to the manufacturer's instructions.

#### Transcriptome assembly and annotation.

To maximize sequence coverage depth and assemble an optimized male liver transcriptome for brown trout, we combined sequence reads from all samples from the current study with those from another project. Transcriptome assembly and annotation were conducted as described previously (57), and this transcriptome was then used as a basis for expression analysis in both projects. Contaminating Illumina adaptor sequences were removed, and the first 12 bp of all raw sequence reads were trimmed to remove 5′ bias caused by random hexamer priming using the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit, July 2013). 3′ sliding window quality trimming was performed (http://wiki.bioinformatics.ucdavis.edu/index.php/Trim.slidingWindow.pl, July 2013) and all reads where <90% bases had a Phred quality score >20 and those shorter than 15 bp were discarded. Digital normalization was performed to remove highly duplicated reads using the normalize-by-median.py script part of the khmer package described by Brown et al. (7), with the recommended k-mer value of 20 and a coverage threshold of 200. This process reduces the computer memory requirements of transcriptome assembly and also reduces the risk of potential sequencing error accumulation in abundant transcripts. All retained reads were then paired and separated into forward and reverse fastq files before de novo transcriptome assembly using Trinity (version r2013-02-25; Ref. 15, using the default parameters and specifying a minimum contig length of 200 bp). All transcripts were annotated using Blastx against Ensembl peptide databases (Release 71; April 2013) using an e-value cut off <1e^−15^ and assigned in the following preferential order: zebrafish (*Danio rerio*); human (*Homo sapiens*) and mouse (*Mus musculus*); then all other available fish species [stickleback (*Gasterosteus aculeatus*), medaka (*Oryzias latipes*), tilapia (*Oreochromis niloticus*), and cod (*Gadus morhua*)]. Additional annotation of previously unannotated differentially expressed transcripts was performed with Blast (e-value<1e^−15^) against NCBI RefSeq, nr, and nt databases.

#### Transcriptomic analysis.

Raw sequence reads from individual samples were mapped back against the assembled transcripts using Bowtie2 (version 2.1.0, Ref. 32), using the -k 1 parameter to report a single best hit for each read and limit ambiguous mapping to redundant transcripts. Raw count data for each transcript were extracted using idxstats in samtools (version 0.1.18, Ref. 35) and input into edgeR (45) for differential expression analysis. A criterion of at least one count in a minimum of three individual samples (corresponding to the number of individuals per treatment group) was imposed, and tagwise dispersion was applied with the recommended prior.df = 10. Comparisons were initially conducted between the two control groups to ensure that our analysis did not identify differential expression as a result of random variation between groups. Following this initial analysis, comparisons were conducted between the six individual fish from the combined control groups and three individuals from each of the other treatment groups. Transcripts were considered differentially expressed with an FDR < 0.05 (Benjamini-Hochberg correction). Hierarchical clustering was performed on all differentially expressed transcripts for all samples by an Euclidean distance metric, using the Pheatmap package for R. Functional analysis was then performed for differentially expressed genes from each treatment using the Database for Annotation, Visualization and Integrated Discovery (DAVID v6.7, Ref. 23), with the newly assembled brown trout male liver transcriptome as a background. KEGG pathways and Gene Ontology (GO) terms for biological processes, cellular components, and molecular functions were considered significantly overrepresented when *P* < 0.05. Canonical pathway and network analysis was conducted using Ingenuity Pathways Analysis (IPA; Ingenuity Systems, http://www.ingenuity.com) based on the list of differentially expressed transcripts.

The raw sequence data, and processed results from the expression analysis have been deposited in the National Center for Biotechnology Information's Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo), and are available via the GEO series accession number GSE57490.

#### Real-time quantitative PCR analysis.

To validate the results of the differential expression analysis, real-time quantitative PCR (RT-QPCR) was used to quantify the expression of a selection of eight transcripts (*vtg1, nots, esr1, zp2.5, zp3a.2, crot, tat, tgm2l*) in the liver of all individual fish, including both sexually mature and immature males (*n* = 7, 5, 7, and 4 in the control and 1.9, 18.1, and 34.4 ng E2/l treatment groups, respectively). Transcript expression was also conducted for the remaining, immature female fish (*n* = 6, 2, and 2 in the control and 1.9, and 34 ng E2/l treatment groups, respectively), and analysis was conducted separately because of the very large sex differences observed for some transcripts (including *vtg1* and *nots*). Primers were designed using Beacon Designer 3.0 (Premier Biosoft International, Paulo Alto, CA), purchased from MWG-Biotech (Ebersburg, Germany) and optimized as previously described (56). The primer sequences, PCR product sizes, annealing temperatures, and PCR efficiencies for each optimized primer pair are shown in Table 1. cDNA was synthesized from 2 μg of total RNA treated with RQ1 DNase (Promega, Southampton, UK) using random hexamers (MWG-Biotech) and M-MLV reverse transcriptase (Promega), according to the manufacturer's instructions. RT-QPCR was performed using 1:2 diluted cDNA in duplicate, using SYBR green chemistry, with an iCycler iQ Real-time Detection System (Bio-Rad Laboratories, Hercules, CA), including a negative control run in duplicate on each plate to verify the absence of cDNA contamination. Efficiency-corrected relative expression levels for each transcript were determined by normalizing to a control transcript, *vapa*, which was selected based on its highly consistent expression across all individuals in the RNA-Seq dataset.

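In the RNA-Seq counts, the transcript of *vapa* with the lowest p-value at 34.4 ng E2/l had 1.03 ± 0.535 CPM (SD, n = 6) in control fish and 2.15 ± 0.211 (SD, n = 3) in fish exposed to 34.4 ng E2/l. Its log2 fold change was 1.03 (standard error 0.50, adjusted p = 0.398 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each of the 3 exposed fish lay above all 6 controls. Counts summed over the 4 transcripts annotated as *vapa* gave a log2 fold change of 0.16 with an adjusted p of 0.857. Some contigs of *vapa* share an assembly component with contigs annotated as KN motif and ankyrin repeat domains 1, so the division of reads between these annotations is uncertain.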

**Table 1.** Target genes, primer sequences, and assay details for RT-QPCR analysis

Target Gene	Symbol	Forward Primer (5′-3′)	Reverse Primer (5′-3′)	Product Size, bp	Ta, °C	PCR Efficiency, %
Vesicle-associated membrane protein-associated protein A	*vapa*	CACTGAACATTCCAACTC	TGAGCATTGATAACAGGT	118	59.5	95.5
Estrogen receptor 1	*esr1*	GCAGAACACTTCACAGCATT	ATCCACATAACAGCGACAGA	126	59.5	101.9
Carnitine O-octanoyltransferase	*crot*	GCTGGTAATGTGGTGTTG	ATGGTATCCTTGGTGACTC	83	53.5	105.0
Nothepsin	*nots*	ATGATGACAGGAGGTGAA	AGGAAGGAAAGAAGGAAGA	86	58.0	114.0
Tyrosine aminotransferase	*tat*	AGCATCGTAATCCTAGCAAGA	TCAAGCACCAGCACAGAT	83	56.0	95.7
Transglutaminase 2 like	*tgm2l*	CTGCCACCTAAACACAAA	ATCCAACACCTTCACAAC	75	56.0	99.9
Vitellogenin 1	*vtg1*	AACTTGATTGGAATTGAG	TAATACCTACTTGCTGAA	132	55.0	111.5
Zona pellucida glycoprotein 2.5	*zp2.5*	ATCAATAACCACAGCCACAATG	ACCAGGGACAGCCAATATG	75	55.0	101.2
Zona pellucida glycoprotein 3a.2	*zp3a.2*	AACTACACTCCACTTCATC	CACATCTCCTTCATCTTCA	86	54.5	112.6

RT-QPCR, real-time quantitative PCR; Ta, annealing temperature.

Statistical analyses of RT-QPCR data were conducted with SigmaStat (version 12.0). Transcript expression data that did not meet normally distributed criteria were log-transformed before statistical analysis. All data were analyzed by single-factor one-way ANOVA, followed by the Holm-Sidak post hoc test. Data were considered to be significant when *P* < 0.05.

## RESULTS

### 

#### Morphological parameters.

Visual examination of the gonads revealed there were 17 mature males, defined by the presence of large white testis and milt, across all treatment groups (*n* = 3–7 fish per treatment). The remaining fish were sexually immature males and females. The mean mass and length of all mature males were 472.3 ± 9.1 g and 34.3 ± 0.2 cm, of immature males were 430.5 ± 44.5 g and 32.6 ± 0.9cm, and of females were 420.0 ± 15.9 g and 33.5 ± 0.5 cm. The mean condition factors, HSI, and GSI were, respectively, 1.16 ± 0.01, 1.11 ± 0.03, and 3.95 ± 0.32 for mature males, 1.24 ± 0.12, 0.85 ± 0.04, and 0.06 ± 0.01 for immature males, and 1.11 ± 0.02, 1.00 ± 0.03, and 0.31 ± 0.02 for immature females, and there were no significant differences for these parameters between treatment groups. Additionally, we observed no alteration of general health or behavior during the exposure period.

#### Sequencing and transcriptome assembly.

In total, we sequenced 225.3 million paired 100 bp reads from male brown trout liver samples, and 208.1 million (92.4%) of these were retained after processing and quality filtering. As described in Uren Webster et al. (57), highly duplicated reads were then removed by digital normalization, and 46.73 million paired reads were retained for input into the de novo transcriptome assembly. The final transcriptome assembly consisted of 172,688 transcripts (107,095 loci) with a mean length of 767.5 bp and an N50 of 1,292 bp. Of these, 62,236 transcripts were annotated using Blastx (e-value < 1e^−15^) against Ensembl peptide databases, and these included representation of 16,121 unique zebrafish transcripts.

#### Transcript expression analysis.

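Liver RNA of 15 sexually mature male brown trout was sequenced fish by fish, from 6 control fish and from 3 fish at each of 3 concentrations of E2. The highest concentration, 34.4 ng E2/l in the sample labels, is given in the methods as 34.38 ng/l measured and 250 ng/l nominal. The middle one, 18.1 ng E2/l, is given as 18.06 measured and 25 nominal, and the lowest, 1.9 ng E2/l, as 1.94 measured and 2.5 nominal. The paper and a field of the sample labels give an exposure of 4 days, whereas the protocol text of the labels gives 14 days. Each E2 concentration was run in 1 tank, so tank and concentration cannot be told apart in the values that follow, and the labels do not say from which tank a control fish came.
The authors mapped the reads to the contigs of their de novo assembly, allowing each read a single best hit, and deposited the number of reads per assembled transcript without normalization. The deposited counts summed to between 3894392 and 8635566 per control fish (median 7242292), 6305304 and 8269487 per fish at 1.9 ng E2/l (median 7585888), 7383263 and 9404415 at 18.1 ng E2/l (median 8544651), and 7619612 and 7887826 at 34.4 ng E2/l (median 7724778). The tables of the comparisons with the controls listed 55449 transcripts at 1.9 ng E2/l, 56914 at 18.1 ng E2/l and 59151 at 34.4 ng E2/l. In the table at 34.4 ng E2/l, every listed transcript had at least 1.03 CPM in 3 of the 9 fish, which is stricter than the paper's criterion of 1 count in 3 fish, and the filter of 1 count in 3 fish removed none of them.
Counts were normalized with the TMM method of edgeR, and each group of 3 exposed fish was compared with the 6 controls by edgeR's quasi-likelihood test. Transcripts with a Benjamini-Hochberg adjusted p-value under 0.05 were taken as differentially expressed. A gene with several transcripts is represented by the transcript with the lowest p-value at 34.4 ng E2/l. The contig sequences and a genome were not used here, so genes are identified by the annotation of the deposited tables and no positions are given.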

A total of 137.6 million raw reads were obtained from the libraries generated from liver samples of E2-exposed and control male fish, averaging 9.2 million reads per individual sample, and 83.1% of these were remapped against the transcriptome assembly. Differential expression analysis between the control groups revealed only three differentially regulated transcripts. 

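No transcript was differentially expressed in fish exposed to 1.9 or 18.1 ng E2/l (n = 3) against the 6 control fish in edgeR's quasi-likelihood test, while 2255 and 1448 transcripts, respectively, had an unadjusted p-value under 0.05. Among the other settings tried, DESeq2's Wald test moved the count at 1.9 ng E2/l most, to 12 transcripts, and edgeR's exact test moved the count at 18.1 ng E2/l most, to 2. The exact test gave 3 transcripts at 1.9 ng E2/l. Of these, *bcl6a* (ENSDARG00000070864, annotated as B-cell CLL/lymphoma 6a) had 1.26 ± 0.733 CPM in control fish (SD, n = 6) and 6.83 ± 1.67 CPM at 1.9 ng E2/l (SD, n = 3). Its log2 fold change was 2.43 (standard error 0.46), with an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 0.0107 from the exact test. The transcript of *spns1* (ENSDARG00000011925, spinster homolog 1) fell from 3.33 ± 0.602 to 0.598 ± 0.0923 CPM, a log2 fold change of -2.43 (standard error 0.43) with an adjusted p of 1.00 from the quasi-likelihood test and 0.0500 from the exact test, which was just above the limit of 0.05. For both genes the 3 exposed fish lay on one side of all 6 controls, an arrangement that chance gives for 2.38% of transcripts not chosen by a test, which these were. The 4 other transcripts that the exact test called in the 2 groups carried no annotation and were looked up only after their values were seen.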

Comparisons between each E2 treatment group and the combined control group were conducted and resulted in only four (*bcl6a, spns1*, NM_001124310, uncharacterized transcript) and two (NM_001124310, uncharacterized transcript) differentially expressed transcripts for fish exposed to 1.9 and 18.1 ng E2/l, respectively. This may correspond to changes associated with tank effects, given that similar numbers of differentially expressed transcripts were found between the two control tanks, and no treatment associated trends were observed for any of these transcripts. 

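At the higher concentrations, the log2 fold change of *bcl6a* was 0.99 (standard error 0.56) in fish exposed to 18.1 ng E2/l and 1.55 (standard error 0.58) in fish exposed to 34.4 ng E2/l, where 2 of the 3 fish lay above all controls. The adjusted p at 34.4 ng E2/l was 0.221 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change of *spns1* was -0.31 (standard error 0.36) at 18.1 ng E2/l and -0.46 (standard error 0.34) at 34.4 ng E2/l, the latter with an adjusted p of 0.642. Whether these values differ between concentrations was not tested.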

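In fish exposed to 34.4 ng E2/l (n = 3), 1338 of the 59151 transcripts tested were differentially expressed against the 6 controls, 870 of them higher and 468 lower. They fell into 683 components of the assembly and carried 339 distinct annotations, while 500 had no annotation. At an unadjusted p-value under 0.05 there were 7986 transcripts. In 1304 of the 1338 transcripts the 3 exposed fish lay all above or all below the controls, where chance gives 2.38% of transcripts that were not chosen by a test. The authors' deposited comparison holds 2113 transcripts with an adjusted p under 0.05, of which 1319 were among the 1338. Among the settings that kept all 9 fish, DESeq2's Wald test moved the count most, to 2844 transcripts, of which 1194 were higher and 1650 lower. With edgeR's exact test the count was 2109 transcripts with 554 annotations, and 2085 of them were among the authors' transcripts.
The count fell when any 1 of the 3 exposed fish was left out, where the test has fewer samples. Without fish 1 it was 393 transcripts with 90 annotations, without fish 2 it was 553 with 148, and without fish 3 it was 466 with 110. Of these, 389, 525 and 462 in this order were among the 1338. A call lost in this way, also for a single gene, can come from the smaller group and does not show that 1 fish carried it. The number of lower transcripts went from 468 to 46, 124 and 75 in this order, and that of higher ones from 870 to 347, 429 and 391. Leaving out a control fish gave between 1085 transcripts (without control fish 5) and 1758 (without control fish 4). With library totals in place of TMM, 79.5% of 1556 differentially expressed transcripts were higher instead of 65.0%, and the median log2 fold change of all transcripts was 0.22 instead of 0.02.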

Exposure to 34.4 ng E2/l, however, resulted in 2,113 differentially expressed transcripts (Fig. 1*A*, Supplemental Table S1), including 808 unique annotations.^1^ 

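The separation of the groups was measured over the 51982 transcripts listed for all 3 concentrations, without choosing transcripts by their differential expression. This leaves out transcripts not listed at every concentration, among them the vitellogenins and *nots*. The distance between a pair of fish was edgeR's leading log2 fold change over the 500 transcripts that differed most between them. The 3 fish exposed to 34.4 ng E2/l lay at a mean distance of 4.14 from the other 12 fish, 1.39 times the mean distance among themselves. No other choice of 3 of the 15 fish gave a ratio as large (1 of 455 choices, one-sided exact permutation test, p = 0.00220, the smallest p that the design allows). The nearest fish outside the group lay at 3.63, and the largest distance within the group was 3.34. With distances over all 51982 transcripts, the ratio was 1.32, and the nearest outside fish (0.884) was closer than the farthest pair within the group (0.905). With the transcripts listed at any of the 3 concentrations, a choice made after seeing the data, the ratio was 2.086. There the nearest outside fish lay at 6.266 and the largest distance within the group was 3.505. Restricting the distances to transcripts differentially expressed at 34.4 ng E2/l moved the ratio most, to 3.86, by the construction of that choice. Leaving out 1 of the 3 fish gave ratios from 1.26 to 1.49. The first dimension of a multidimensional scaling of these distances held 17.6% of their variation, and the second 13.0%.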

Multidimensional scaling plots and Euclidean cluster analysis based on all differentially regulated transcripts show that all three individual fish exposed to 34.4 ng E2/l have a very similar and consistent expression profile, clearly distinct from all other fish, whereas the control fish and those exposed to the lower concentrations of E2 cluster together (Fig. 1, *B* and *C*).

**Fig. 1.**
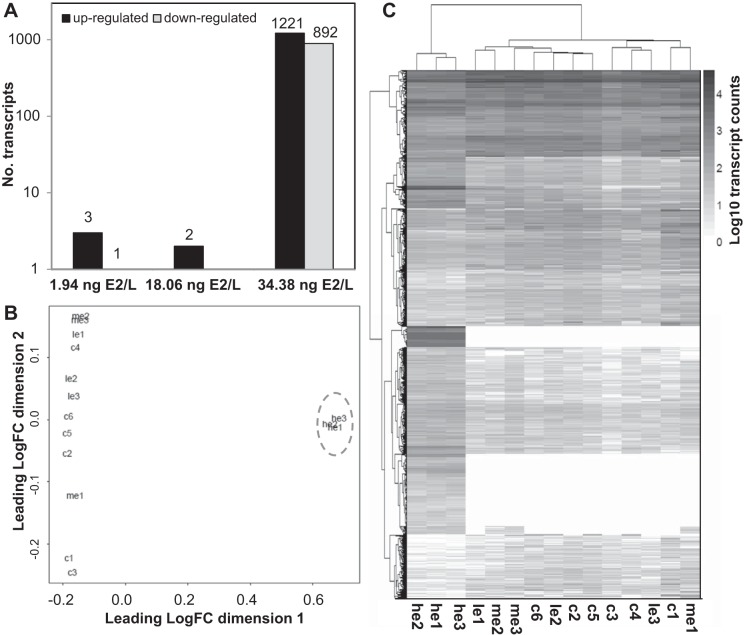
Differentially expressed transcripts following exposure to 17β-estradiol (E2) in the liver of mature male brown trout. Multiple transcripts are included for each gene annotation, which potentially reflect the presence of different isoforms as well as redundant fragments within the list of differentially expressed transcripts. *A*: number of upregulated and downregulated transcripts in each treatment group calculated with EdgeR [false discovery rate (FDR) <0.05]. *B*: multidimensional scaling plot illustrating the very significant effect of exposure to 34.4 ng E2/l on the hepatic transcriptome of male brown trout (presented within the blue circle, for visualization purposes) compared with all other groups, based on the expression of all differentially regulated transcripts. Individual fish are represented by the following codes: c1, c2, c3 c4, c5, and c6 represent the control individuals; le1, le2, and le3 represent individuals exposed to 1.9 ng E2/l; me1, me2, and me3 represent individuals exposed to 18.1 ng E2/l; he1, he2, and he3 represent individuals exposed to 34.4 ng E2/l. *C*: heat map illustrating the relative expression level of all differentially regulated transcripts in all individual samples (individuals are represented by the same codes as in *B*). Data presented are log10-transformed read counts per transcript. The hierarchical clustering to generate gene and condition trees was conducted using a Euclidean distance metric in the R pheatmap package.

A list of the 20 most up- and downregulated transcripts following exposure to 34.4 ng E2/l is shown in Table 2. 

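Of the 103 genes that the paper names for these data, 100 were matched to an annotation in the deposited tables; NM_001124310, *vtg1l* and *trim35* were not. At 34.4 ng E2/l, 76 of the 100 were differentially expressed when adjusted over all 59151 transcripts and 96 when adjusted over the list alone, 63 higher and 33 lower. The study chose this list on the same fish, so the count over the list is not independent evidence. In 89 of the 100 genes the 3 exposed fish lay all above or all below the 6 controls. The number called over all transcripts was 35 without exposed fish 1, 51 without fish 2 and 39 without fish 3, where 2 genes whose controls had no counts were not tested, and it lay between 66 and 79 when a control fish was left out. All 40 genes of Table 2 were differentially expressed in the paper's direction, 20 of them higher and 20 lower. Of its 20 genes that were lower, 8 were still called without exposed fish 1, 17 without fish 2 and 11 without fish 3, while the 18 higher genes that could be tested were called in each case. For 13 of the 40 genes one group had at most 3 counts in every fish, so the fold change is only bounded from below.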

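In the table of 34.4 ng E2/l, 135 transcripts were annotated as vitellogenin: 29 as *vtg1*, 68 as *vtg2*, 5 as *vtg3*, 27 as *vtg6*, 4 as *vtg7* and 2 as *si:dkey-4c23.3*. All 135 were differentially expressed, and together they took between 3.86% and 4.30% of the counts of each exposed fish. The transcript representing *vtg1* (ENSDARG00000092233) had 1032 ± 113 CPM (SD, n = 3) at 34.4 ng E2/l and at most 3 counts in any control fish, so that it was at least 2108-fold higher (adjusted p = 1.71e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same bound, *vtg6* was at least 741-fold, *vtg2* at least 406-fold, *si:dkey-4c23.3* at least 80.9-fold and *vtg7* at least 37.1-fold higher. The transcript of *vtg3* (ENSDARG00000016448) had 0.338 ± 0.212 CPM in controls (SD, n = 6) and 159 ± 70.9 CPM at 34.4 ng E2/l, 469 ± 210-fold higher, and each exposed fish lay above all controls. Contigs of *vtg1*, *vtg2*, *vtg6* and *si:dkey-4c23.3* belong to one component of the assembly, and their sequences were not used here, so that the division of reads between them is not known and the level of each of these genes is uncertain.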

The greatest fold-changes in expression were associated with upregulated transcripts and were dominated by well-characterized estrogen-responsive genes, including a number of vitellogenin transcripts (*vtg1, vtg1l, vtg2, vtg3, vtg6, vtg7*), of which *vtg1* was the most highly expressed. Additionally, a transcript encoding nothepsin (*nots*) was similarly strongly induced in fish exposed to 34.4 ng E2/l. 

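The 1 transcript annotated as nothepsin (*nots*, ENSDARG00000052792) had 841 ± 205 CPM (SD, n = 3) in fish exposed to 34.4 ng E2/l. Its counts did not exceed 3 in any control fish, so it was at least 1718-fold higher. All 3 exposed fish lay above all 6 controls, and the adjusted p was 3.87e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.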

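The zona pellucida genes *zp3a.2*, *zp2.5*, *zp3a.1* and *zp2.2* were represented by 16 contigs. At 34.4 ng E2/l the representative transcripts were 151 ± 13.2-fold (*zp3a.2*), 78.5 ± 18.4-fold (*zp2.5*), 164 ± 17.5-fold (*zp3a.1*) and 164 ± 27.6-fold (*zp2.2*) higher than the mean of the 6 controls (SD over the 3 exposed fish), with adjusted p-values between 1.46e-08 and 7.14e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all 16 contigs the fold change ran from 76.6 to 246. The contig of *zp3a.2* with the largest change was 246 ± 19.6-fold higher, that of *zp2.5* 175 ± 19.2-fold. These contigs and the 5 contigs of *crot* (carnitine O-octanoyltransferase) lie in one component of the assembly, so the division of reads among these genes is uncertain. The representative transcript of *crot* was 54.9 ± 18.4-fold higher. The transcript of *esr1* (ENSDARG00000004111, estrogen receptor 1) rose from 2.20 ± 0.463 CPM (SD, n = 6) to 57.1 ± 8.86 CPM (SD, n = 3), 25.9 ± 4.03-fold, with a log2 fold change of 4.69 (standard error 0.26, adjusted p = 1.67e-08 from the same edgeR test). Its log2 fold change lay between 4.59 and 4.81 when each fish was left out in turn, and its contig with the largest change was 29.2 ± 1.29-fold higher.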

Transcripts encoding zona pellucida proteins (*zp2.2, zp2.5, zp3a.1, zp3a.2*) were also upregulated (up to 70- to 230-fold) and *esr1* was upregulated by up to 27-fold. There was a trend toward upregulation of *esr1, zp3a.2*, and *zp2.5* (2- to 4-fold) in the lower treatment groups compared with the control, but these results were not statistically significant, likely due to the low number of replicates in the RNA-Seq dataset.

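At 1.9 ng E2/l the means were 2.73 times those of the controls for *esr1*, 3.11 times for *zp3a.2* and 1.71 times for *zp2.5*, and at 18.1 ng E2/l they were 2.79, 1.71 and 2.75 times. None of these values had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 1.9 ng E2/l the higher means came from fish 1 alone. Its *esr1* level was 13.1 CPM, against 1.75 and 1.97 CPM in fish 2 and 3, its *zp3a.2* level was 171 CPM, against 10.9 and 6.56, and its *zp2.5* level was 31.6 CPM, against 4.04 and 2.13. Without fish 1, the log2 fold changes at 1.9 ng E2/l turned from 1.43 to -0.14 for *esr1*, from 1.63 to -1.20 for *zp3a.2* and from 0.76 to -1.23 for *zp2.5*. At 18.1 ng E2/l all 3 fish lay above all 6 controls for *esr1* (log2 fold change 1.47, standard error 0.36; one-sided exact permutation test, p = 0.0119, the smallest that 3 of 9 fish allow), and 1 of the 3 did so for *zp3a.2* and for *zp2.5*. Leaving out any 1 fish at 18.1 ng E2/l or any control kept the 3 log2 fold changes above 0, the lowest being 0.15 for *zp3a.2*.

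**Figure D1:**
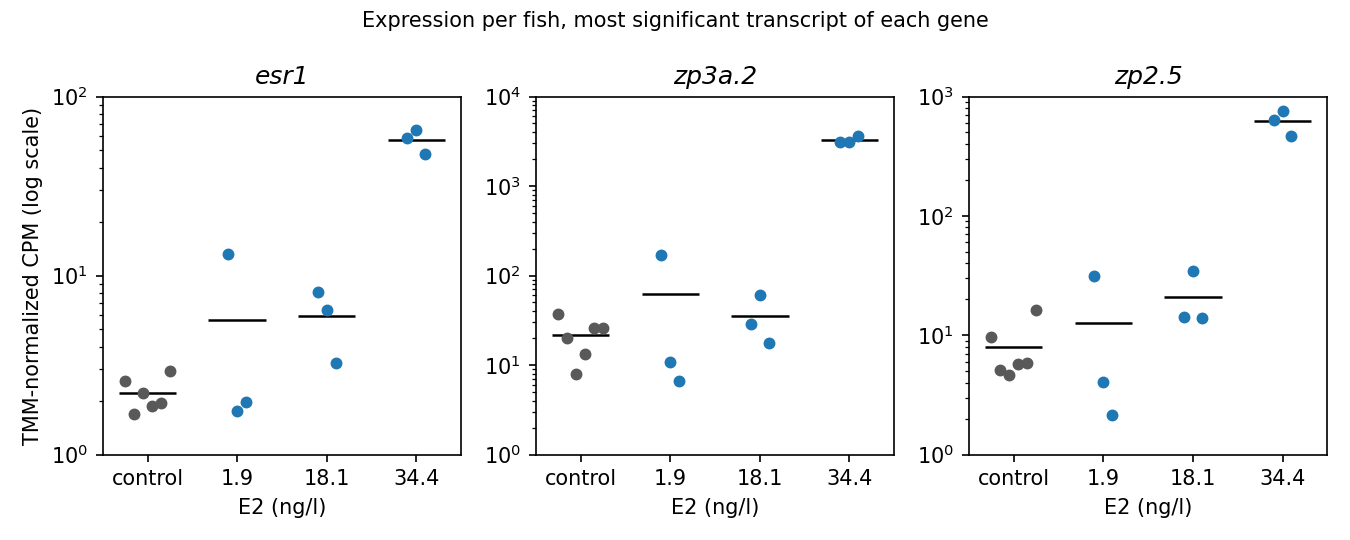
TMM-normalized CPM on a log scale of the most significant transcript of *esr1*, *zp3a.2* and *zp2.5* in each of the 6 control fish and of the 3 fish per E2 concentration (ng/l); points are fish and bars are group means. At 1.9 ng E2/l only fish 1 lies above all controls, at 13.1, 171 and 31.6 CPM.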

**Table 2.** List of the 20 most upregulated and downregulated transcripts in fish exposed to 34.4 ng E2/l

Upregulated				Downregulated			
Symbol	Name^a^	Fold Change^b^	FDR	Symbol	Name^a^	Fold Change^b^	FDR
*vtg1*	vitellogenin 1	↑ >5438	4.6E-119	*tat*	tyrosine aminotransferase	**↓** 4.6	8.9E-9
*nots*	nothepsin	↑ >4475	5.4E-107	*tgm2l*	transglutaminase 2, like	**↓** 186.1	3.3E-8
*vtg6*	vitellogenin 6	↑ >2000	1.3E-102	*cbln8*	cerebellin 8	**↓** 5.7	2.6E-7
*vtg2*	vitellogenin 2	↑ >1100	7.3E-92	*hsd3b7*	hydroxy-delta-5-steroid dehydrogenase, 3beta- and steroid delta-isomerase	**↓** 5.4	2.8E-7
si:dkey-4c23.3	vitellogenin 1-1	↑ >220	9.6E-59	*errfi1*	ERBB receptor feedback inhibitor 1	**↓** 6.3	5.5E-7
*vtg3*	vitellogenin 3	↑ >825	1.4E-56	*igfbp1a*	insulin-like growth factor binding protein 1a	**↓** 50.7	6.2E-7
*zp3a.2*	zona pellucida 3a.2	↑ 149	1.6E-53	*slc3a2a*	solute carrier family 3, member 2a	**↓** 10.4	6.8E-7
si:dkey-179j5.2	family with sequence similarity 20, member C	↑ >185	5.0E-52	*faxdc2*	chromosome 5 open reading frame 4	**↓** 4.8	1.8E-6
*zp2.5*	zona pellucida 2.5	↑ 77.6	1.1E-42	*pnp5a*	purine nucleoside phosphorylase 5a	**↓** 27.1	2.3E-6
*zp3a.1*	zona pellucida 3a.1	↑ 161.5	1.1E-42	*epha8*	eph receptor A8	**↓** >21	7.5E-6
*vtg7*	vitellogenin 7	↑ >107	8.3E-42	*pfkfb1*	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1	**↓** 30.1	8.1E-6
*crot*	carnitine o-octanoyltransferase	↑ 54.4	4.9E-40	*pptc7a*	PTC7 protein phosphatase homolog a	**↓** 6.3	9.2E-6
*esr1*	estrogen receptor 1	↑ 25.7	1.6E-37	si:dkey-238o13.4	si:dkey-238o13.4	**↓** 4.5	1.8E-5
*zp2.2*	zona pellucida 2.2	↑ 160.7	5.1E-31	*st3gal3b*	ST3 beta-galactoside alpha-2,3-sialyltransferase 3b	**↓** 3.8	2.4E-5
*aqp12*	aquaporin 12	↑ 28.6	8.4E-31	*ret*	ret proto-oncogene receptor tyrosine kinase	**↓** 8.5	4.3E-5
*lrrc58b*	leucine rich repeat containing 58b	↑ 20.6	1.0E-30	*ntng2a*	netrin g2a	**↓** 4.9	4.9E-5
*igfbp5a*	insulin-like growth factor binding protein 5a	↑ >49	2.6E-30	*ulk1a*	unc-51-like kinase 1a	**↓** 4.7	4.9E-5
*rdh10a*	retinol dehydrogenase 10a	↑ >108	8.8E-28	*grb7*	growth factor receptor-bound protein 7	**↓** 26.3	1.2E-4
*slc7a11*	solute carrier family 7, member 11	↑ >51	8.9E-27	*cldn11a*	claudin 11a	**↓** 6.5	1.3E-4
*lpgat1*	lysophosphatidylglycerol acyltransferase 1	↑ 26.0	3.0E-25	*slc25a29*	solute carrier family 25, member 29	**↓** 4.8	1.4E-4

^a^ Where there were multiple differentially regulated transcripts assigned the same annotation, only the most significantly regulated transcript is included in this list.

^b^ For transcripts where no read counts were detected in any of the individuals in one of the groups, a nominal value of 1 count was given to each individual in that group to calculate a fold change value, for visualization purposes, in this table. E2, 17β-estradiol; FDR, false discovery rate.

Analysis of ERCC spike-in control data was conducted to determine the accuracy and dynamic range of the transcript expression measurements in this study. For all individual samples, there was a strong correlation between the calculated FPKM (fragments per kilobase of transcript per million mapped reads) values and the expected concentration of control transcripts (mean R^2^ = 0.902 ± 0.005). The dynamic range was calculated for all samples individually, using the control transcripts that were detected in a minimum of three libraries as the lower cut-off limit. The mean dynamic range in expression level for all 15 libraries was 26,753 FPKM. There was also a good correlation between the calculated and expected changes in transcript expression level between samples spiked with ERCC *mix 1* and *mix 2* (R^2^ = 0.58). Together, these results provide strong technical validation for the quantitative expression profiling conducted in this study.

#### Functional analysis.

Enriched GO terms and KEGG pathways among up- and downregulated transcripts following exposure to 34.4 ng E2/l are illustrated in Fig. 2. 

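The GO and KEGG tables used by the paper were not used here. In their place, 11 gene sets were defined by gene symbol for the processes that the paper reports, and tested at 34.4 ng E2/l with limma's camera on counts summed per annotation, with Benjamini-Hochberg adjustment over the 11 sets. In 8 of the 11 sets the adjusted p was under 0.05. Camera assumes a preset correlation between genes of 0.01. With the correlation estimated from the data instead, 6 of the 11 sets remained under 0.05, and the sets of the endoplasmic reticulum (0.209) and the insulin-like growth factor binding proteins (0.0972) did not, which was the largest effect of any setting tried. With limma's fry test, all 8 sets remained under 0.05. Leaving out 1 fish at a time gave 7 or 8 sets, which were not always the same. The set of the insulin-like growth factor binding proteins was under 0.05 only without control fish 5 or 6. That of methionine and cysteine metabolism was under 0.05 without control fish 3, control fish 4 or exposed fish 1.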

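The set of cytosolic ribosomal proteins, matched by symbol, held 60 genes, of which 96.7% were higher in fish exposed to 34.4 ng E2/l, with a median log2 fold change of 0.61 and an adjusted p of 8.35e-18 from camera. It included 6 genes that are not ribosomal proteins, *rps6ka3* (2 annotations), *rps6ka4*, *rps6kb1*, *rps6kl1* and *rps19bp1*. Without them, a choice made after seeing the data, 98.1% of 54 genes were higher, with a median of 0.62 and an adjusted p of 2.40e-20 from camera. Of the 11 differentially expressed members of the set, 10 were ribosomal proteins and higher, and the other was *rps6kl1*, which was lower (-1.12). The median over all annotations was 0.05 with TMM and 0.29 with library totals, so changes of this size are relative to the scaling. Relative to that median the set was higher under both scalings. With limma's camera, the set of 55 genes matched as translation initiation and elongation factors had a median of 0.39 (87.3% higher, adjusted p = 5.57e-07). It included 10 annotations that are not such factors, of *eef2k*, *eif2ak1*, *eif2ak3*, *eif2ak4*, *eif2c2*, *eif4ebp1*, *eif4ebp2* and *eif4enif1*, and without them, also chosen after seeing the data, the median was 0.38 (91.1% of 45 genes higher, adjusted p = 1.86e-06 from camera). With limma's camera, the 27 aminoacyl-tRNA synthetases had a median of 0.66 (96.3% higher, adjusted p = 5.01e-08) and the 21 RNA polymerase subunits 0.71 (81.0% higher, adjusted p = 0.000944). These p-values rest on the preset correlation. With it estimated from the data, camera gave 0.0380 for the 60 ribosomal genes and 0.0157 for the 55 translation genes. It gave 0.0365 for the synthetases and 0.0195 for the polymerase subunits.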

GO terms including translation, ribosome, lipid metabolic processes, and growth factor binding were overrepresented in the list of upregulated transcripts. 

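Among 17 named genes of transcription and translation, 13 were differentially expressed at 34.4 ng E2/l and all 17 were higher in the exposed fish. With library totals in place of TMM, all 17 were called. The genes *polr3a*, *eif4a2*, *rpl5a* and *rps23* were not, with adjusted p-values between 0.0591 and 0.0733 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number called was 2 when any 1 of the 3 exposed fish was left out, and between 8 and 14 when a control was. The ribosomal proteins among the 13 changed by log2 fold changes from 0.95 (*rpsa*, standard error 0.21, edgeR adjusted p = 0.0243) to 1.22 (*rpl39*, standard error 0.24, adjusted p = 0.0121). With counts summed over the transcripts of each gene, 12 of the 17 were called by the same test. The sums of *rpl39* (0.76, edgeR adjusted p = 0.0563), *rpl36a* (0.65, 0.111) and *eif3s10* (0.82, 0.0564) were not called, whereas those of *polr3a* and *eif4a2* were. The transcript of *polr1a* rose from 1.43 ± 0.375 to 5.30 ± 1.00 CPM (SD), a log2 fold change of 1.88 (standard error 0.35, edgeR adjusted p = 0.00902, and up to 0.0905 without fish 2), and *rrbp1a* had a log2 fold change of 2.51 (standard error 0.45, adjusted p = 0.00627, and 0.0687 without fish 3). The largest change, 4.86 (standard error 0.58, edgeR adjusted p = 0.000106), was that of *rpp21* (ribonuclease P 21 subunit), whose 4 contigs share an assembly component with those of aquaporin 12 (*aqp12*). The contig standing for *rpp21* is annotated as *rpp21* from zebrafish but as *aqp12a* from other fish, unlike the other 3, so that the origin of its reads is uncertain.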

Regulated transcripts within these GOs include RNA polymerases (*polr1a, polr3a*) for transcription; translation initiation factors (*eif1ad, eif3s10, eif4a2*) for translation; and ribosomal components and binding proteins (*rpl5a, rpl12, rpl15, rpl36a, rpl39, rplp0, rpp21, rps2, rps9, rps23, rpsa, rrbp1a*) for ribosome. Within lipid metabolism, differentially regulated transcripts included apolipoproteins (*apob, apobb, apof, apoc2*), lipoprotein receptor (*lrpap1*), glycolipid transfer proteins (*gltpd2*), and transcripts involved in PPAR signaling (*ppardb, acoxl*). In addition, insulin-like growth factor (IGF) signaling was also affected and transcripts encoding IGF binding proteins (IGFBPs) were upregulated in some cases (*igfbp5a, igfbp2a, igfbp2b*) and downregulated in others (*igfbp1a, igfbp1b*).

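Of 8 named genes of lipid metabolism, 6 were differentially expressed at 34.4 ng E2/l, 5 higher and 1 lower. The 2 annotations of apolipoprotein B moved in opposite directions under TMM, DESeq2 size factors and library totals alike. The transcript of *apob* rose from 52.0 ± 17.7 to 138 ± 15.4 CPM (SD), a log2 fold change of 1.41 (standard error 0.28, adjusted p = 0.0129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *apobb* fell from 621 ± 102 to 280.0 ± 24.9 CPM, a log2 fold change of -1.15 (standard error 0.23, adjusted p = 0.0148). Both lost their call without any 1 of the 3 exposed fish, with adjusted p up to 0.109 for *apob* (without fish 3) and 0.175 for *apobb* (without fish 1), and the 4 contigs of *apob* summed gave 0.73 with an adjusted p of 0.157. The genes *gltpd2* (2.29, standard error 0.26, edgeR adjusted p = 7.07e-05) and *acoxl* (1.71, standard error 0.26, adjusted p = 0.00144) kept their call in each case. The call of *lrpap1* (1.43, edgeR adjusted p = 0.00682) was lost without fish 3 (0.0668), and that of *apof* (1.26, adjusted p = 0.0448) was lost without any 1 of the exposed fish (up to 0.265, without fish 2). Neither *apoc2* (edgeR adjusted p = 0.0698, at least 3.54-fold lower) nor *ppardb* (-1.45, adjusted p = 0.0883) was called.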

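The transcript of *igfbp5a* had no counts in the controls and 9.19 ± 1.19 CPM (SD, n = 3) at 34.4 ng E2/l, at least 18.8-fold higher. The log2 fold change was 1.80 (standard error 0.21, adjusted p = 0.000105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for *igfbp2b* and 1.96 (standard error 0.46, adjusted p = 0.0378) for *igfbp2a*, which lost its call without any 1 of the exposed fish (adjusted p up to 0.187, without fish 2). The transcripts of *igfbp2a* summed gave 1.75 with an adjusted p of 0.0625 from the same test. The transcript of *igfbp1a* fell from 443 ± 482 CPM (SD, n = 6) to 8.77 ± 5.23 CPM (SD, n = 3), a log2 fold change of -5.66 (standard error 0.98, edgeR adjusted p = 0.00466). The control mean of *igfbp1a* was raised by control fish 1, without which the log2 fold change was -4.87. Without exposed fish 1 its adjusted p was 0.0686, and without fish 3 it was 0.0592. The change of *igfbp1b* was not significant (log2 fold change -4.44, standard error 1.33, edgeR adjusted p = 0.111), and its exposed fish had at most 3 counts.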

**Fig. 2.**
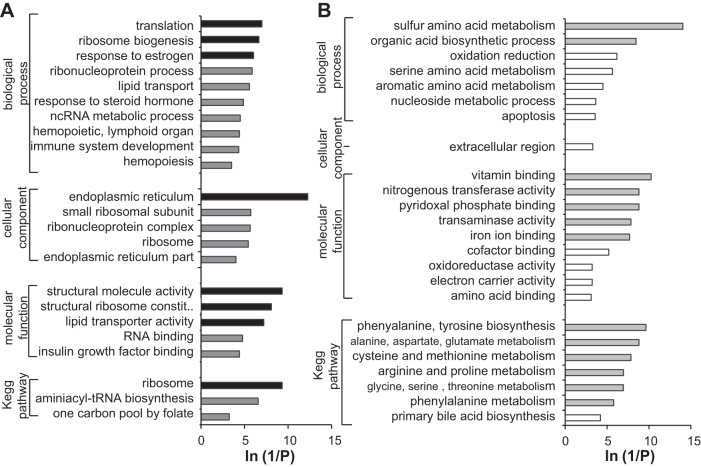
Overrepresented Gene Ontology (GO) terms and KEGG pathways (*P* < 0.05) in the list of upregulated (*A*) and downregulated transcripts (*B*) in fish exposed to 34.4 ng/l E2. Values presented represent the *P* value associated with overrepresentation. Darker shaded bars indicate GO terms where the adjusted *P* value was < 0.05 (Benjamini-Hochberg correction). Analysis was conducted using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (Huang et al. 2008) v6.7, using our brown trout liver transcriptome as a background and Reduce and Visualize Gene Ontology (Revigo)(53) to condense redundant terms.

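In the set of 37 genes of amino acid catabolism and transamination, 27.0% were higher and the median log2 fold change at 34.4 ng E2/l was -0.45, with an adjusted p of 3.39e-05 from camera. With the correlation between genes estimated from the data, the adjusted p from camera was 0.0157. With library totals, 40.5% were higher and the median was -0.19, against a median of all annotations of 0.29. The 5 members that were differentially expressed per annotation, *tat*, *agxt*, *arg1*, *glud1* and *pah*, were all lower, with log2 fold changes from -2.12 (*tat*) to -1.02 (*pah*).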

For downregulated transcripts, the most overrepresented GO terms related to amino acid metabolism and biosynthesis and associated processes including organic acid biosynthesis, transaminase activity, and pyridoxal phosphate binding. 

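The set of 25 genes of methionine and cysteine metabolism had an adjusted p of 0.0503 from camera at 34.4 ng E2/l, with a median log2 fold change of -0.32 and 44.0% of its genes higher. Under library totals the adjusted p was 0.0107, and over all the settings tried it lay between 0.0107 and 0.282. It was 0.0261 without control fish 3, 0.0297 without control fish 4 and 0.0484 without exposed fish 1. Betaine-homocysteine methyltransferase (*bhmt*) had a log2 fold change of -2.20 (standard error 0.50, adjusted p = 0.0297 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and cysteine dioxygenase (*cdo1*) of -1.68 (standard error 0.34, adjusted p = 0.0144), whereas methionine adenosyltransferase (*mat2aa*) was higher, with 2.43 (standard error 0.48, adjusted p = 0.0121) and 2 of the 3 exposed fish above all controls. The transcript annotated as *sash1*, described in the table as SAM and SH3 domain containing 1, had 2.33 (standard error 0.51, edgeR adjusted p = 0.0234). None of these 4 genes was called without exposed fish 1 (adjusted p of 0.214 for *bhmt*, 0.157 for *cdo1*, 0.0686 for *mat2aa* and 0.305 for *sash1*) or without exposed fish 3.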

Of note, a number of processes involved in cysteine and methionine metabolic pathways were enriched, whereby differentially regulated transcripts included betaine-homocysteine methyltransferase (*bhmt*), S-adenosylmethionine synthase (*sash1*), methionine adenosyltransferase (*mat2aa*), and cysteine dioxygenase (*cdo1*). Apoptosis and programmed cell death were also overrepresented in the list of downregulated transcripts.

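Of the 40 genes in the apoptosis set, 50.0% were higher and 50.0% lower at 34.4 ng E2/l, with a median log2 fold change of -0.00 and an adjusted p of 0.494 from camera, which lay between 0.236 and 0.897 over all the settings tried. With library totals the share that was higher was 67.5%. The paper reports apoptosis as overrepresented among the lower transcripts. The median and camera's test of direction, over genes that went both ways, do not test that overrepresentation. One member, *bcl2l13*, was differentially expressed per annotation, with a log2 fold change of 1.14 (standard error 0.24, adjusted p = 0.0194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).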

IPA identified a gene network involved in the response to E2 with functions relating to amino acid metabolism, cell death and survival, endocrine system development, and small molecule biochemistry, and with *esr1* and the myelocytomatosis oncogene (*myc*) as central nodes (Fig. 3). In particular, a number of genes and processes in this network can be associated with transcription and translation including histones, RNA polymerase, and several translation elongation factors.

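Of 16 genes of this network that were shaded as upregulated in Fig. 3 and not listed among the named genes of the other processes, all 16 were higher at 34.4 ng E2/l and 9 were differentially expressed. Of 6 genes shaded as downregulated, all 6 were lower and 2 were differentially expressed, *hspa8* and *kdm4a*. The number of called genes among the 16 was 3 without exposed fish 1 and 5 without fish 2 or fish 3. Nucleolin (*ncl*) rose from 167 ± 17.6 to 536 ± 39.9 CPM (SD), with a log2 fold change of 1.68 (standard error 0.20, adjusted p = 0.000106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and all 3 exposed fish above all controls. The transcript of *hspa8* had a log2 fold change of -1.90 (standard error 0.42, edgeR adjusted p = 0.0244), which was lost without any 1 of the exposed fish (adjusted p up to 0.198, without fish 1). Summed over its 12 transcripts, *hspa8* had a log2 fold change of 0.60 in the other direction (edgeR adjusted p = 0.457), and contigs of *hspa8* and *hspa5* share an assembly component. Contigs of *ezh1* and *ezh2* also share a component, as do those of *kdm4a* and *cbln8*, and the division of reads between them is not known.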

**Fig. 3.**
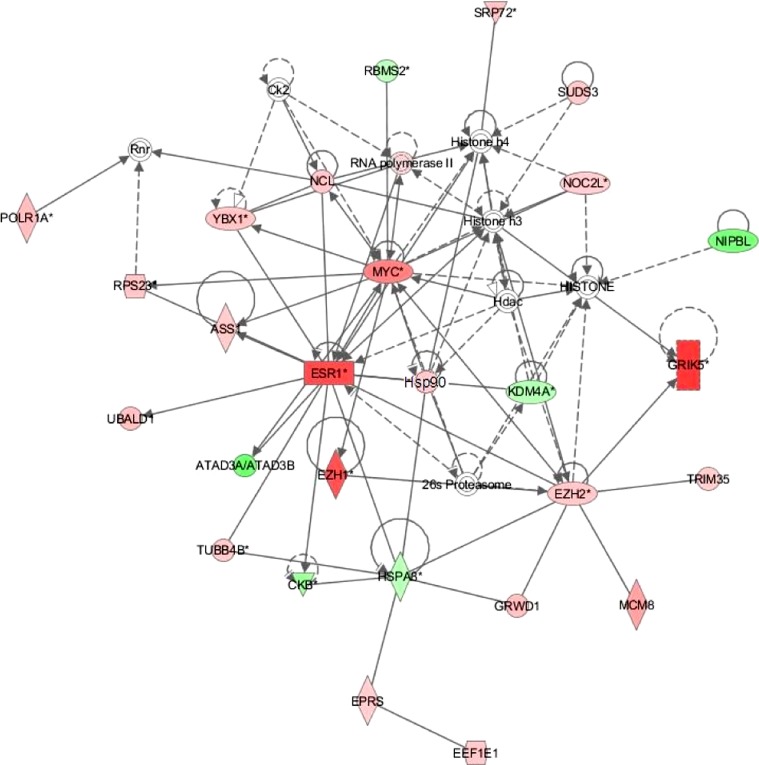
Enriched gene network constructed using differentially expressed transcripts (FDR <0.05) following exposure to 34.4 ng E2/l. This was the highest scoring enriched network generated by Ingenuity Pathway Analysis (IPA) on default settings. Associated functions of this network include amino acid metabolism, cell death and survival, endocrine system development, and small molecule biochemistry. Nodes represent genes and edges represent gene relationships. The intensity of node shading represents degree of upregulation (red) or downregulation (green), while uncolored nodes represent genes that were not identified as being differentially expressed in our experiment but were included in this network based on evidence stored in IPA databases. Node shapes denote enzymes, phosphatases, kinases, peptidases, G protein-coupled receptor, transmembrane receptor, cytokines, growth factor, ion channel, transporter, translation factor, nuclear receptor, transcription factor, and other. EEF1E1, eukaryotic translation elongation factor 1 epsilon 1; EPRS, glutamyl-prolyl-tRNA synthetase; HSPA8, heat shock 70 kDa protein 8; GRWD1, glutamate-rich WD repeat containing 1; CKB, creatine kinase, brain; TUB84B, tubulin alpha 1-like protein; MCM8, minichromosome maintenance complex component 8; EZH2, enhancer of zeste homolog 2; TRIM35, tripartite motif containing 35; EZH1, enhancer of zeste homolog 1; ATAD3A/ATAS3B, ATPase family, AAA domain containing 3A/3B; GRIK5, glutamate receptor, ionotropic, kainate 5; KDM4A, lysine (K)-specific demethylase 4A; Hsp90, 90 kDa heat shock protein; ESR1, estrogen receptor 1; UBALD1, UBA-like domain containing 1; NIPBL, Nipped-B homolog; MYC, v-myc avian myelocytomatosis viral oncogene homolog; ASS1, argininosuccinate synthase 1; RPS23, ribosomal protein S23; NOC2L, nucleolar complex associated 2 homolog; YBX1, Y box binding protein 1; NCL, nucleolin; POLR1A, polymerase (RNA) I polypeptide A, 194 kDa; SUDS3, suppressor of defective silencing 3 homolog; RBMS2, RNA binding motif, single stranded interacting protein 2; SRP72, signal recognition particle 72 kDa.

#### RT-QPCR validation.

RT-QPCR analysis, performed for eight transcripts using all of the male fish, fully validated the results of the RNA-Seq expression analysis (Fig. 4*A*). Five upregulated transcripts (*vtg1, nots, esr1, zp2.5, zp3a.2*) and two downregulated transcripts (*tat, tgm2l*) were confirmed as being significantly differentially expressed in fish exposed to 34.4 ng/l E2 compared with those in the control group. Furthermore, the expression of *esr1* was also significantly increased in both the 1.9 and 18.1 ng/l groups, while *zp2.5* and *tgm2l* were significantly up- and downregulated, respectively, following exposure to 18.1 ng/l, confirming the trends identified in the RNA-Seq dataset. For *crot*, there was a significant increase in expression of this transcript in male fish exposed to 1.9 ng/l E2 and increasing, but nonsignificant, trends in expression in the two higher treatment groups. RT-QPCR analysis was also performed on the same transcripts in the immature female fish and identified very similar patterns of expression including significant upregulation of *vtg1,nots, zp2.5, zp3a.2, crot* in the highest treatment group, and significant upregulation of *esr1* in fish exposed to both 1.9 and 34.4 ng/l E2 (females were not present in the group of fish exposed to 18.1 ng/l; Fig. 4*B*). *tgm2l* expression was detected by RT-QPCR only in sexually mature males (*n* = 15 across all groups) and not in any immature males (*n* = 6) or females (*n* = 10).

**Fig. 4.**
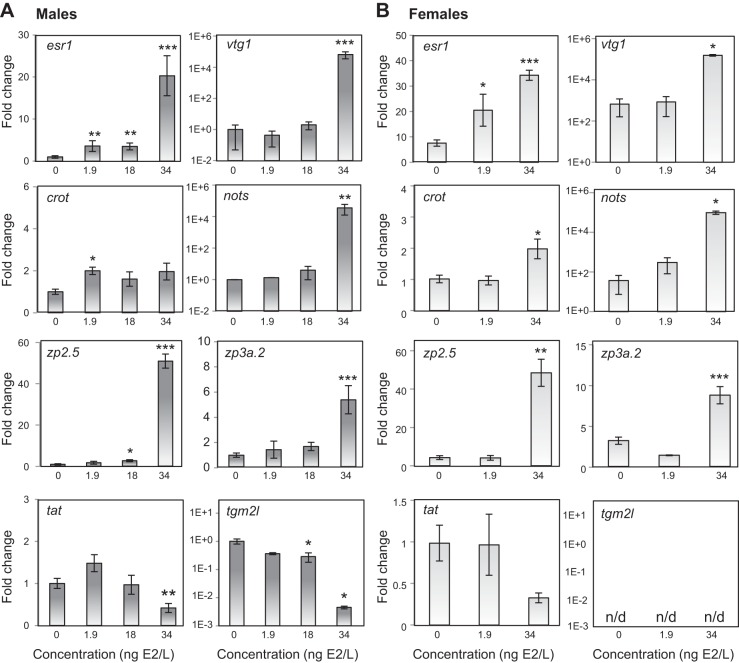
Transcript profile analysis for a selection of target genes in all males (*A*) and females (*B*), conducted by RT-QPCR. Data are presented as mean fold-change relative to expression in the control group. Relative expression was calculated as ratio of the expression for each target gene/expression for *vapa* mRNA. Expression of *tgm2l* was quantified only in mature males and was below the detection limit of the RT-QPCR assay for both immature males and females (n/d, nondetectable). Data were collected from 3–7 males and 2–6 females per treatment group. Individuals for which the expression was below the detection limit of the assay were excluded from the analysis. Asterisks represent significant differences between each treatment group and the control group (*P < 0.05, **P < 0.01, ***P < 0.001).

## DISCUSSION

Despite the ecological and economic importance of brown trout, relatively little is known about the responses of this species to key stressors affecting its freshwater habitat, including endocrine disrupting chemicals. 

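The mean distance between 2 fish, as the leading log2 fold change, was 2.97 ± 0.321 (SD over 3 pairs) among the fish exposed to 34.4 ng E2/l. Among the controls it was 4.06 ± 0.349 (SD over 15 pairs), among the fish exposed to 1.9 ng E2/l it was 3.79 ± 0.154 and among those exposed to 18.1 ng E2/l it was 3.98 ± 0.355 (SD over 3 pairs each). The pairs of a group share fish and are not independent.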

Here, we have conducted global transcriptional profiling using RNA-Seq in the liver of sexually mature males exposed to E2 and identified very significant transcriptional changes at the highest concentration tested (34.4 ng E2/l) that were very consistent between the three individual fish in this group. In contrast, concentrations of up to 18.1 ng E2/l did not induce significant changes following 4 days of exposure. 

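Between control fish and exposed fish, the mean leading log2 fold change was 3.95 ± 0.391 at 1.9 ng E2/l, 3.95 ± 0.327 at 18.1 ng E2/l and 4.25 ± 0.326 at 34.4 ng E2/l (SD over 18 pairs each). The distances at 34.4 ng E2/l, from 3.85 to 4.90, all lay within the range between the control fish themselves, from 3.66 to 5.02. So did those at the lower concentrations, apart from pairs as close as 3.25 at 1.9 ng E2/l and 3.53 at 18.1 ng E2/l. These distances leave out transcripts not listed at all 3 concentrations, among them the vitellogenins and *nots*. With the transcripts of any of the 3 tables, a choice made after seeing the data that sets unlisted transcripts to 0 counts, the fish at 34.4 ng E2/l lay at a mean distance of 6.48 from the 12 other fish (nearest 6.27) and of 3.11 from each other. The paper states that the changes at 34.4 ng E2/l were very significant and alike in the 3 fish, and that those at up to 18.1 ng E2/l were not significant.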

RT-QPCR analysis, using a greater number of individual fish per treatment, fully validated the results of the RNA-Seq analysis for eight target genes (including both up- and downregulated transcripts) and also identified significant differences in expression of several of these in the 1.9 ng E2/l group (*esr1* and *crot*) and 18.1 ng E2/L group (*esr1, zp2.5*, and *tgm2l*). Importantly, this demonstrates that short-term exposures to low, environmentally relevant concentrations of E2 induce significant changes in the expression of some of the most sensitive estrogen-responsive genes in brown trout. Although 34.4 ng/l is far higher than EEQ concentrations regularly reported in surface waters, it is within a range reported to occur in treated sewage effluent (16, 26) and may be associated with short-term peaks of E2 contamination in streams inhabited by this species that occur as a result of agricultural pollution (51). Therefore, the extent of transcriptional change found in this study after a 4-day exposure to 34.4 ng E2/l may also be of interest for evaluating the potential impact of estrogens on populations of brown trout in the most contaminated environments.

### 

#### Conserved estrogen-responsive transcripts.

Transcripts encoding six vitellogenin isoforms were very strongly induced in males exposed to 34.4 ng E2/l but were not detected by RNA-Seq in fish exposed to 18.1 ng/l and below. 

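Transcripts annotated as *vtg1*, *vtg2*, *vtg3*, *vtg6*, *vtg7* or *si:dkey-4c23.3* were absent from the tables of 1.9 and 18.1 ng E2/l, which list no transcript unless at least 3 of 9 fish exceed about 1 CPM. Their level in those fish is therefore bounded only by that limit. In the control fish, the 29 contigs of *vtg1* held 61 counts in all, from 3 to 17 per fish, against 137267 to 167040 per fish at 34.4 ng E2/l.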

RT-QPCR quantified very low levels of *vtg1* expression in males in the control group and confirmed a very significant upregulation in males exposed to 34.4 ng E2/l (by 66,000-fold), but no significant difference in expression in the two lower treatment groups. These results are similar to those reported in previous transcriptomic studies where *vtg* transcripts are generally the most strongly upregulated following estrogen exposure (e.g., 34, 60). The threshold for induction of vitellogenin transcript expression in mature males in this study was slightly higher than previously reported values for transcript and protein induction in salmonids. In juvenile rainbow trout exposed to E2 for 14 days, the median effective treatment concentration for plasma Vtg protein induction was in the range of 19–26 ng/l (55), while the lowest effective concentration for both plasma Vtg protein and hepatic *vtg1* transcript induction was found to be 14 ng/l (54). In juvenile brown trout, the median EC50 for plasma Vtg protein induction following 7-day E2 exposure was 15 ng/l (5). Here, this relatively higher threshold level for vitellogenin induction compared with previous reports for E2 exposure may reflect the shorter exposure period in this study of only four days and/or differences in maturity status.

Transcripts encoding four zona pellucida proteins and *esr1* were also among the most upregulated transcripts in fish exposed to 34.4 ng E2/l, similar to previous reports showing strong upregulation in vitellogenic females and induction by E2 in males (18, 34, 60). There were also nonsignificant trends toward upregulation of *zp*s and *esr1* in the lower treatment groups (by 2- to 4-fold), and RT-QPCR confirmed significant upregulation of *esr1* (in males and females) from 1.9 ng E2/l, and of *zp2.5* (males only) from 18.1 ng E2/l. This suggests that, compared with vitellogenin, zona pellucida protein and *esr1* transcription is particularly sensitive to estrogen exposure in brown trout, as has been previously reported in other species (18, 30, 54). This corresponds with previous reports that, in the liver, *esr1* is the most responsive estrogen receptor to estrogen exposure and is associated with vitellogeneis (13, 30). There are reports that *esr2a* and/or *esr2b* have a major role in regulating vitellogenesis (33, 52), but our results showed no significant difference in the expression of either of these transcripts or any apparent trends toward this, suggesting that within our experiment, the potential involvement of these genes in vitellogenesis was not regulated by E2-induced changes at the transcriptional level.

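The transcript of *esr2a* had 1.19 ± 0.186 CPM in controls (SD, n = 6) and 1.44 ± 0.873 CPM at 34.4 ng E2/l (SD, n = 3), a log2 fold change of 0.28 (standard error 0.53, adjusted p = 0.903 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without exposed fish 3 it was -0.16. For *esr2b* the values were 65.7 ± 19.4 and 48.2 ± 6.79 CPM, a log2 fold change of -0.45 (standard error 0.28, edgeR adjusted p = 0.565), and none of the 3 exposed fish lay outside the range of the controls. At 1.9 and 18.1 ng E2/l the log2 fold changes were 0.86 and 0.45 for *esr2a* and 0.04 and 0.16 for *esr2b*, with adjusted p-values of 1.00.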

#### Novel estrogen-responsive transcripts.

The second most significantly upregulated transcript in fish exposed to 34.4 ng E2/l encoded *nots*. This is a liver-specific aspartic proteinase normally exclusively expressed in the livers of females and has been linked to the proteolytic cleavage of the vitellogenin precursor (44). Although there are several reports of an increase in nothepsin expression following estrogen exposure in fish (44, 60), it has not been widely considered as a particularly estrogen-responsive gene. The degree of induction observed with RNA-Seq in all fish treated with 34.4 ng E2/l and confirmed in all individuals by RT-QPCR (36,000 fold increase for males) is extraordinary and is in the same order of magnitude as the increase in *vtg1* expression. This suggests that nothepsin could serve as a useful indicator of estrogen exposure. However, similar to *vtg1*, there was no increase in *nots* expression quantified by RT-QPCR or RNA-Seq in the lower treatment groups, suggesting nothepsin may be less sensitive to lower estrogen exposure concentrations compared with *esr1* and zona pellucida proteins, at least following this short-term 4-day exposure.

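No *nots* transcript was listed for 1.9 or 18.1 ng E2/l. In the 6 control fish the *nots* transcript had 2 counts in all, both in 1 fish, and in the fish exposed to 34.4 ng E2/l it had from 5242 to 9014 counts.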

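Transglutaminase 2-like (*tgm2l*, ENSDARG00000093381) had 17.8 ± 10.4 CPM in control fish (SD, n = 6), between 0.311 CPM in control fish 4 and 26.1 CPM in control fish 5. The 3 fish exposed to 34.4 ng E2/l had 0, 2 and 0 counts, so the transcript was at least 50.6-fold lower. Its adjusted p was 0.00305 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0501 without exposed fish 1. All 3 exposed fish lay below all 6 controls. Control fish 4, at 0.311 CPM, was itself under the mean level of 3 counts in a control (0.490 CPM). Its separation from the exposed fish therefore rests on very few counts. At 18.1 ng E2/l the 3 fish had 67.2, 5.18 and 2.51 CPM of *tgm2l*, a log2 fold change of 0.54 (standard error 0.93) that was -2.18 without fish 1. At 1.9 ng E2/l the log2 fold change was -2.01 (standard error 0.78). The adjusted p was 1.00 at both lower concentrations.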

The most downregulated transcript (by 186-fold) in fish exposed to 34.4 ng/l encoded transglutaminase 2-like (*tgm2l*). This strong decrease in expression was confirmed by RT-QPCR (calculated as 250-fold), and *tgm2l* was also found to be significantly downregulated in mature males exposed to 18.1 ng/l. Transglutaminases are a family of enzymes responsible for a diverse range of posttranslational protein modifications by catalyzing the formation of isopeptide bonds (17). *tgm2l* has only been characterized in fish species, and its specific function is not well defined. Here, the striking expression of hepatic *tgm2l* exclusively in sexually mature male trout suggests a role of this gene in male reproductive function. It is possible that, for example, this role may be similar to that of mammalian prostate transglutaminase *tgm4*, which is important in the formation and function of seminal fluid and subsequently influences male fertility (9), but this gene has not been characterized in the majority of fish species. Furthermore, human transglutaminases *tgm2* and *tgm4* are known to have upstream androgen regulatory elements and to be regulated by androgen treatment (12, 25), while gonadal *tgm2* was also upregulated following androgen exposure in juvenile female rainbow trout (3). 

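The linuron project sequenced 3 fish at 225.9, 3 at 15.3 and 3 at 1.7 µg linuron/l beside the same 6 control fish, with between 5748309 and 10736246 counts per exposed fish. The log2 fold change of *tgm2l* was -3.70 (standard error 0.99) at 1.7 µg/l, -1.38 (standard error 0.80) at 15.3 µg/l and -4.94 (standard error 1.19) at 225.9 µg/l, with adjusted p-values of 0.569, 0.978 and 0.158 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With edgeR's exact test the adjusted p was 0.0881, 1.00 and 0.00986. At 225.9 µg/l, 2 of the 3 fish lay below all controls and the third had 1.77 CPM of *tgm2l*. These comparisons share their control fish with those of E2, so their values are not independent of one another.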

Recently, we also found reduced expression of *tgm2l* in mature male brown trout exposed to the antiandrogen, linuron (57). Together, this suggests that *tgm2l* may be regulated by androgens and therefore susceptible to disruption by estrogens, which disrupt the androgen-to-estrogen ratio, highlighting a potentially important endocrine biomarker.

#### Estrogen-regulated hepatic processes.

A number of signaling pathways and processes enriched in the list of differentially regulated transcripts can be broadly related to vitellogenesis. Functional analysis revealed enrichment of lipid transport, and also differential regulation of many other transcripts involved in lipid, fatty acid, and cholesterol metabolism. These processes have been previously associated with vitellogenesis in females and E2 exposure in male fish (34, 60) and are likely to reflect the incorporation of lipids into vitellogenins as they are synthesized in the liver.

Additionally, we found evidence of altered regulation of cellular signaling pathways involved in the regulation of hepatic cellular growth and proliferation, in particular IGF signaling and myelocytomatosis oncogene (MYC) signaling. Previously, vitellogenesis in maturing females and estrogen-exposed males has been extensively linked with cellular growth and proliferation in the liver. Transcripts encoding *igfbp* types 2 and 5 were upregulated, while those encoding *igfbp* type 1 were downregulated in fish exposed to 34.4 ng E2/l, suggesting regulation of the transport and bioavailability of IGF1 to bind to its receptors at target cells (24). Cross talk between IGF and estrogen signaling pathways has also been previously demonstrated, and the transcription of *igfbps* is known to be directly regulated by E2 (20, 29). MYC signaling has been proposed as the dominant regulator of estrogen-induced cellular growth, and estrogen exposure induces *myc* transcription via upstream enhancer activation (39). 

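The transcript of *myc* (ENSDARG00000007241, myelocytomatosis oncogene b) had 2.87 ± 4.14 CPM in control fish (SD, n = 6) and 31.5 ± 3.88 CPM at 34.4 ng E2/l (SD, n = 3), 11.0 ± 1.35-fold higher (SD over the exposed fish). Its log2 fold change was 3.47 (standard error 0.67, adjusted p = 0.0110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 exposed fish lay above all controls. Control fish 1 had 11.1 CPM of *myc*, against at most 2.96 CPM in the other controls, and without this fish the log2 fold change was 4.69 with an adjusted p of 2.53e-06. Without exposed fish 1 the adjusted p was 0.0584, and without fish 3 it was 0.0640.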

We observed an upregulation of *myc* by up to 10-fold following exposure to 34.4 ng E2/l. Additionally, pathway analysis highlighted its role as a central regulator, alongside *esr1*, of other differentially expressed genes involved in cell proliferation. Tissue homeostasis depends on a balance between cell death and cell survival, growth and proliferation, which are often controlled by the same interacting signaling pathways, including regulation by MYC and IGFs (41). In parallel, apoptosis was among the downregulated cellular processes, suggesting that E2 exposure induced liver growth and proliferation and suppressed apoptosis.

Differential regulation of processes and transcripts involved in methionine and cysteine metabolism were also observed. This pathway plays an important role in regulating DNA methylation, whereby S-adenosylmethionine (SAM) acts as the key methyl group donor. Modulation of DNA methylation has been implicated in cell proliferation and tumorigenesis and reported to be altered by estrogen exposure (2, 37). Additionally, studies in human cell lines have shown that reactive estrogen metabolites (quinones) bind homocysteine, which is a key intermediate in methionine and cysteine metabolism (14). Plasma concentrations of free homocysteine are also regulated by estrogen and are lower in women of reproductive age (11). Therefore, a reduction in homocysteine might contribute to the observed differential regulation of these associated metabolic enzymes.

Exposure to E2 also resulted in upregulation of a number of transcripts with roles in transcription and translation, as well as an overrepresentation processes and pathways involved in their regulation. Furthermore, ribosome and endoplasmic reticulum were among the most enriched GO and KEGG pathway terms. 

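The set of 60 genes of the endoplasmic reticulum and the secretory pathway had a median log2 fold change of 0.61 at 34.4 ng E2/l. It was 90.0% higher with an adjusted p of 6.47e-11 from camera, and 9 of its members were differentially expressed per annotation, all higher. The adjusted p lay between 2.64e-14 and 0.209 over the settings tried, and only with the correlation between genes estimated from the data was it above 0.05.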

Ribosome biogenesis in response to estrogen exposure has been previously linked to increased cell growth and proliferation, reflecting a general upregulation of translation (39, 60). In fish, the observed induction of transcription and translation machinery is also likely to reflect the very significant increase in the synthesis and posttranslational modification of vitellogenins and zona pellucida proteins. Ribosomal constituent overexpression has been previously reported in male zebrafish exposed to E2 (47) and in female vitellogenic livers (60). Together, induction of the expression of growth regulators, and of transcription and translation pathways, illustrates the very significant stimulatory effect of E2 on cell proliferation and protein synthesis in the livers of male brown trout.

A number of processes involved in carbohydrate and amino acid metabolism dominate the overrepresented GO terms in the list of downregulated transcripts. In particular, there was a striking downregulation of transcripts associated with gluconeogenesis, including tyrosine, alanine, aspartate, and glutamate metabolic pathways. 

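Of 23 genes of gluconeogenesis, 13.0% were higher at 34.4 ng E2/l and the median log2 fold change was -0.49, with an adjusted p of 7.72e-06 from camera, between 6.02e-07 and 0.0195 over the settings tried. With library totals 30.4% were higher and the median was -0.22. Per annotation, 2 of the 23 were differentially expressed, *tat* and 1 of the 3 annotations of *g6pc*, the latter with a log2 fold change of -1.32 (standard error 0.26, adjusted p = 0.0140 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).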

Transcripts encoding a key gluconeogenic enzyme, tyrosine aminotransferase (*tat*), were amongst the most significantly downregulated transcripts in the 34.4 ng E2/l-exposed fish, and this was also confirmed by RT-QPCR analysis. Additionally, a large number of other transcripts involved in gluconeogenesis were also downregulated, including a transcript encoding the rate limiting enzyme phosphoenolpyruvate carboxylate 1 (*pck1*). 

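The representative transcript of *tat* (ENSDARG00000069630) fell from 338 ± 36.6 CPM in controls (SD, n = 6) to 73.3 ± 1.12 CPM at 34.4 ng E2/l (SD, n = 3), 4.62 ± 0.499-fold lower (SD over the controls). Its log2 fold change was -2.21 (standard error 0.23, adjusted p = 2.68e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between -2.25 and -2.17 when each fish was left out in turn, and all 3 exposed fish lay below all controls.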

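The transcript of *pck1* (ENSDARG00000013522) had 54.8 ± 130.5 CPM in control fish (SD, n = 6), of which control fish 1 had 321 CPM and no other control more than 4.83 CPM. In fish exposed to 34.4 ng E2/l it had 0.313 ± 0.134 CPM (SD, n = 3), and none of the 3 lay below all controls. The log2 fold change was -7.37 (standard error 2.56, adjusted p = 0.181 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -2.22 with an adjusted p of 0.382 without control fish 1. Over the other settings the adjusted p lay between 0.0106 and 0.487, and it was 0.0486 with edgeR's exact test.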

A decrease in liver glucose concentration has previously been reported in vitellogenic female fish, as well as immature trout treated with estrogen and has been shown to be primarily associated with reduced gluconeogenesis rather than increased glucose utilization (59). In mammalian studies, estrogen signaling has been widely shown to regulate energy metabolism, including through both glucose and lipid metabolic pathways (8, 22, 46). 

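The set of 17 apolipoprotein and lipid transport genes had a median log2 fold change of -0.28 at 34.4 ng E2/l, with 41.2% of the genes higher and an adjusted p of 0.373 from camera. With library totals the median was -0.02. Over the settings tried the adjusted p lay between 0.219 and 0.678. Members moved both ways: *apof* and *lrpap1* were differentially expressed and higher per annotation, and *apobb* was lower.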

In the present dataset, there was also evidence of upregulation of lipid synthesis and transport, possibly suggesting a shift toward lipid metabolism as a preferable energy source for vitellogenesis.

#### Application of RNA-Seq in ecotoxicology.

Together with a number of previous studies [see review by Qian et al. (42)], the present study provides evidence that RNA-Seq has very significant potential for mechanistic analysis of chemical exposures in (non-) model organisms and also offers a number of technical advantages over other global methodologies to measure global transcript expression. Here, we successfully identified highly conserved responses to estrogen, compared with other species, together with several more novel estrogen-responsive transcripts. This highlights the potential for RNA-Seq to investigate mechanisms of toxicity for less-studied chemical pollutants and also demonstrates the feasibility of conducting global gene expression profiling in species of environmental interest for which previous sequence information is limited, without the investment required to develop a specific microarray or the need to use surrogate model species.

Analysis of spike-in controls provided strong technical validation for the accuracy of the expression analysis, and the mean calculated dynamic range in expression measured in our experimental data based on the quantified expression of control transcripts was 26,753, which far exceeds that typically found in microarray experiments (up to several hundred fold)(6). The very small number of differentially expressed transcripts between control treatments and also between the control group and groups exposed to 1.9 and 18.1 ng E2/l reflects the ability of the technique to avoid false positives. This is consistent with other studies that have reported that RNA-Seq is accurate and reproducible. However, there is also some evidence that the stringent statistical thresholds imposed during RNA-Seq analysis can reduce its relative sensitivity, particularly for rare transcripts or those with small fold-changes between treatment groups (36, 43, 49). 

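In fish exposed to 1.9 ng E2/l, 83 of the paper's named genes were listed, and adjusted over the list alone 3 of them were differentially expressed, *bcl6a* higher and *spns1* and *errfi1* lower; none was when adjusted over all transcripts, and 22 had an unadjusted p under 0.05. At 18.1 ng E2/l none of 83 listed genes was differentially expressed either way, and 10 had an unadjusted p under 0.05. The list was chosen by the study on these fish and is not independent evidence. On counts simulated for 6 and 3 fish from the libraries of the 1.9 ng E2/l comparison, with 200 transcripts changed, the quasi-likelihood test recovered 83.0% of them with 7 false calls, and edgeR's exact test recovered 91.5% with 38 false calls. Only abundant transcripts were changed in the simulation, and only by large amounts. The recovery of rare transcripts or of small changes was therefore not tested.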

Here, we found evidence that RNA-Seq was less sensitive than RT-QPCR (using more individual fish per treatment) for detecting significant changes in expression of transcripts in the lower concentration groups, although clear trends toward differential regulation were apparent in some cases in the RNA-Seq dataset. It is important to note that we used only three individual fish per treatment group for the RNA-Seq analysis, and this is likely to have contributed to the low sensitivity of the technique in this study.

Using individual fish within an RNA-Seq experimental design provides a considerable advantage for statistical power compared with the use of pooled replicates, and maximizing the number of biological replicates is essential to reduce the impact of biological variation between individuals and likely to increase sensitivity for detection of transcripts with small fold-changes in expression. In the present study we analyzed three individual fish per treatment group, and we would expect sensitivity to improve considerably with the use of more replicates. Maximizing the sequence coverage depth per sample is also likely to increase the sensitivity of RNA-Seq, particularly for rare transcripts, and is therefore equally important to consider. The feasibility of maximizing both the number of replicates and coverage in RNA-Seq experiments is rapidly improving with developments in sequencing technology and is likely to considerably improve sensitivity in the future. Overall, our data highlight the potential of RNA-Seq as a valuable tool in mechanistic ecotoxicology that, crucially, is not reliant on pre-existing genomic resources for the species of interest.

## GRANTS

This work was supported by a Natural Environment Research Council CASE PhD studentship (Grant NE/I528326/1) and the Salmon & Trout Association. Karen Moore was supported by a Wellcome Trust Institutional Strategic Support Award (WT097835MF).

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the author(s).

## AUTHOR CONTRIBUTIONS

Author contributions: T.M.U.W. and E.M.S. conception and design of research; T.M.U.W. and E.M.S. interpreted results of experiments; T.M.U.W. and E.M.S. edited and revised manuscript; T.M.U.W., J.A.S., K.M., and E.M.S. approved final version of manuscript; T.M.U.W., J.A.S., K.M., and E.M.S. performed experiments; T.M.U.W. analyzed data; T.M.U.W. prepared figures; T.M.U.W. drafted manuscript.

## Supplementary Material

Table S1

# Supplementary material for: Identification of conserved hepatic transcriptomic responses to 17β-estradiol using high-throughput sequencing in brown trout
**Source:** Physiol Genomics. 2015 Jun 16;47(9):420–31. doi: 10.1152/physiolgenomics.00123.2014
**Supplement:** Table S1

Supplemental Table: Putative cumulus or granulosa cell biomarkers correlated to oocyte quality and developmental competence

| Gene Symbol  | Description                                                                           |
|--------------|---------------------------------------------------------------------------------------|
| PSMA2        | proteasome (prosome, macropain) subunit, alpha type, 2                                |
| TMEM126A     | transmembrane protein 126A                                                            |
| TMEM126B     | transmembrane protein 126B                                                            |
| PSMA2        | proteasome (prosome, macropain) subunit, alpha type, 2                                |
| PSMA3        | proteasome (prosome, macropain) subunit, alpha type, 3                                |
| LOC100295249 | similar to homeobox C8                                                                |
| PSMA2        | proteasome (prosome, macropain) subunit, alpha type, 2                                |
| ATP5J        | ATP synthase, H <sup>+</sup> transporting, mitochondrial F0 complex, subunit F6       |
| DIAPH3       | diaphanous homolog 3 (Drosophila)                                                     |
| C4H7ORF11    | chromosome 7 open reading frame 11 ortholog                                           |
| COX7C        | cytochrome c oxidase subunit VIIc                                                     |
| VCAN         | versican                                                                              |
| LOC100295268 | hypothetical protein LOC100295268                                                     |
| DBI          | diazepam binding inhibitor (GABA receptor modulator, acyl-Coenzyme A binding protein) |
| PSMA5        | proteasome (prosome, macropain) subunit, alpha type, 5                                |
| WDR89        | WD repeat domain 89                                                                   |
| COP55        | COP9 constitutive photomorphogenic homolog subunit 5 (Arabidopsis)                    |
| RSRC1        | arginine/serine-rich coiled-coil 1                                                    |
| CNO          | cappuccino homolog (mouse)                                                            |
| APCDD1       | adenomatosis polyposis coli down-regulated 1                                          |
| TOMM5        | translocase of outer mitochondrial membrane 5 homolog (yeast)                         |
| PLCB4        | phospholipase C, beta 4                                                               |
| LOC509351    | hypothetical LOC509351                                                                |
| FAM92A1      | family with sequence similarity 92, member A1                                         |
| NOL7         | nucleolar protein 7, 27kDa                                                            |
| PSMD14       | proteasome (prosome, macropain) 26S subunit, non-ATPase, 14                           |
| ACYPI        | acylphosphatase 1, erythrocyte (common) type                                          |
| SEMA6D       | sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6D       |
| DBI          | diazepam binding inhibitor (GABA receptor modulator, acyl-Coenzyme A binding protein) |
| TCEB1        | transcription elongation factor B (SIII), polypeptide 1 (15kDa, elongin C)            |
| LOC100295873 | similar to cytochrome c oxidase, subunit VIIc                                         |
| NOL7         | nucleolar protein 7, 27kDa                                                            |
| NUDCD2       | NudC domain containing 2                                                              |
| GTF3C6       | general transcription factor IIIC, polypeptide 6, alpha 35kDa                         |
| APCDD1       | adenomatosis polyposis coli down-regulated 1                                          |
| LOC100336216 | cytochrome c oxidase, subunit VIIc-like                                               |
| LOC100297413 | similar to cytochrome c oxidase, subunit VIIc                                         |

|              |                                                                                                     |
|--------------|-----------------------------------------------------------------------------------------------------|
| RNASEH2B     | ribonuclease H2, subunit B                                                                          |
| LDLR         | low density lipoprotein receptor                                                                    |
| SRXN1        | sulfiredoxin 1 homolog (S. cerevisiae)                                                              |
| SCG2         | secretogranin II (chromogranin C)                                                                   |
| CTSS         | cathepsin S                                                                                         |
| VNN1         | vanin 1                                                                                             |
| MXI1         | MAX interactor 1                                                                                    |
| DUSP1        | dual specificity phosphatase 1                                                                      |
| ADORA2B      | adenosine A2b receptor                                                                              |
| SHISA2       | shisa homolog 2 (Xenopus laevis)                                                                    |
| KLF4         | Kruppel-like factor 4 (gut)                                                                         |
| N4BP2L1      | NEDD4 binding protein 2-like 1                                                                      |
| PCBD1        | pterin-4 alpha-carbinolamine dehydratase/dimerization cofactor of hepatocyte nuclear factor 1 alpha |
| BOLA-DQB     | major histocompatibility complex, class II, DQ beta                                                 |
| YTHDF1       | YTH domain family, member 1                                                                         |
| AMY2A        | amylase, alpha 2A (pancreatic)                                                                      |
| TMEM50B      | transmembrane protein 50B                                                                           |
| IER3         | immediate early response 3                                                                          |
| ZFP36L1      | zinc finger protein 36, C3H type-like 1                                                             |
| MYLIP        | myosin regulatory light chain interacting protein                                                   |
| BHLHB2       | basic helix-loop-helix domain containing, class B, 2                                                |
| PLAT         | plasminogen activator, tissue                                                                       |
| LITAF        | lipopolysaccharide-induced TNF factor                                                               |
| ETS2         | v-ets erythroblastosis virus E26 oncogene homolog 2 (avian)                                         |
| SIPA1L2      | signal-induced proliferation-associated 1 like 2                                                    |
| SIPA1L2      | signal-induced proliferation-associated 1 like 2                                                    |
| SYTL2        | synaptotagmin-like 2                                                                                |
| NCKAP5L      | NCK-associated protein 5-like                                                                       |
| HPCAL1       | hippocalcin-like 1                                                                                  |
| COL4A1       | collagen, type IV, alpha 1                                                                          |
| ADAMTS1      | ADAM metalloproteinase with thrombospondin type 1 motif, 1                                          |
| RBM39        | RNA binding motif protein 39                                                                        |
| GOLGA7B      | golgi autoantigen, golgin subfamily a, 7B                                                           |
| DAB2         | disabled homolog 2, mitogen-responsive phosphoprotein (Drosophila)                                  |
| RBM39        | RNA binding motif protein 39                                                                        |
| LOC100295764 | similar to WD repeat and SOCS box-containing 1                                                      |
| ARHGEF3      | Rho guanine nucleotide exchange factor (GEF) 3                                                      |
| FOS          | FBJ murine osteosarcoma viral oncogene homolog                                                      |
| ELL2         | elongation factor, RNA polymerase II, 2                                                             |
| TLE1         | transducin-like enhancer of split 1 (E(sp1) homolog, Drosophila)                                    |
| C27H8orf4    | chromosome 8 open reading frame 4 ortholog                                                          |
| GRASP        | GRP1 (general receptor for phosphoinositides 1)-associated scaffold protein                         |
| EGR1         | early growth response 1                                                                             |

|         |                                                                                                |
|---------|------------------------------------------------------------------------------------------------|
| HERPUD1 | homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1 |
|---------|------------------------------------------------------------------------------------------------|

How the deposited data were processed for this re-analysis (not part of the article)

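Liver RNA of 24 male brown trout was sequenced by the authors: 6 control fish, 3 fish at each of 3 concentrations of E2 and 3 fish at each of 3 concentrations of linuron. The authors assembled the reads into transcripts with Trinity (r2013-02-25), mapped them to this assembly with Bowtie2 (2.1.0), keeping 1 best hit per read, and counted them with samtools (0.1.18). The deposited values of each fish are counts of reads per assembled transcript, which the authors did not normalize. The deposited log2 fold changes were computed by the authors with edgeR from these counts, with tagwise dispersions and a prior of 10 degrees of freedom, and give the control relative to the exposed fish. The deposited p-values and FDR values were computed by the authors in the same edgeR comparisons, and the edgeR test is not named. The deposited tables held 55449 to 59151 transcripts per comparison and 66359 in all, and the counts of the control fish were identical in the 6 tables. The deposited log2 fold changes, p-values and FDR values served only for comparison.

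Each group of 3 exposed fish was compared with the 6 controls in R 4.3.3 with edgeR 4.0.16: TMM normalization, at least 1 count in at least 3 fish, quasi-likelihood test and Benjamini-Hochberg adjustment with a threshold of 0.05. Fold changes are ratios of mean CPM on TMM-normalized libraries, with the SD over the fish. Where all fish of a group had at most 3 counts, the fold change was computed against 3 counts and is a lower bound. Gene sets were tested with camera of limma 3.58.1 on counts summed per annotation, with a preset correlation of 0.01. The share of higher genes and the medians of the sets come from the log2 values used by camera, so that the direction of a gene with a change near 0 can differ from that in the edgeR test. Distances between fish were the leading log2 fold change over 500 transcripts. Alternatives used DESeq2 1.42.0, edgeR's exact test, other scalings, other filters, a model of all 7 groups, sums over transcripts and the omission of each fish in turn. Tables were summarised with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

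The genes named were fixed before the data were examined: every gene that the paper names for the RNA-Seq data, and the 5 annotated transcripts with the lowest p-value in each direction at 34.4 ng E2/l and in each linuron group, among those with an adjusted p-value under 0.05 whose exposed fish lay all above or all below the controls. At 34.4 ng E2/l only genes that the paper does not name were chosen in this way. For each gene of the paper, the transcript with the lowest p-value at 34.4 ng E2/l stood for the gene in each comparison. The alternatives were fixed at the same time, except a filter of 5 CPM, the use of transcripts of any E2 table for the distances, gene sets without members of another process, and the translation set without genes that are not factors, which were chosen after seeing the data. The first was added because the planned filters removed no transcript.

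The 15 fish of the E2 comparisons had between 3894392 and 9404415 counts each. With libraries of this depth, a transcript at 1 CPM has fewer than 10 counts in a fish, and its fold change is imprecise. The tests were tried on simulated data with the libraries of the 34.4 ng E2/l comparison and 200 changed transcripts. The quasi-likelihood test recovered 165 of them with 6 false calls, the exact test 184 with 38 false calls and DESeq2's Wald test 187 with 43 false calls. Only abundant transcripts were changed, and only by large amounts, so the recovery of rare transcripts or small changes was not tested.

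The replicate numbers of the labels do not pair exposed and control fish. Sequences of the contigs, the external spike-in controls and the RT-QPCR measurements were not used here.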

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

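Of the tests in this part, those of the scaling of control fish 1 and of the scaling at 225.9 µg linuron/l were chosen only after the result was seen.

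In 8 of 91 groups of control fish, 1 fish lay far from the others, where chance gives 4.55 (5% of groups). In 5 of the 8 this was control fish 1: 1372 CPM of *igfbp1a* (next 503), 3.93 of *rrbp1a* (next 1.69), 11.1 of *myc* (next 2.96), 23.6 of *hspa8* (next 10.9) and 321 of *pck1* (next 4.83). Control fish 5 had 52.0 CPM of *st3gal3b* (next 39.4) and 0.698 of *polr1a* (next 1.46), and control fish 3 had 13.8 CPM of *rbms2* (next 6.16).

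A scaling error of the library of control fish 1 would raise the 5 genes by 1 common factor. Their ratios to the mean of the other controls ranged from 2.37 to 184 with library totals, so that the highest was 77.8 times the lowest, which argues against it. Among 13916 abundant transcripts, 1 control fish stood apart in 1410, and in 52.6% of these it was fish 1, against 16.7% if the 6 fish shared them evenly. In 674 of its 741 transcripts, control fish 1 was the highest. This is consistent with another state of that fish, or of its RNA, across the transcriptome. The design names no condition in which it differs from the other controls, its tank is not given, and no biological explanation was tested.

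At 225.9 µg linuron/l, which the paper does not analyse, 88 transcripts were differentially expressed, 71 higher and 17 lower. Only the real choice gave as many among the 84 choices of 3 of the 9 fish (1 of 84), and the most in another choice was 28. Of transcripts with an unadjusted p under 0.05 there were 4956, and 6 of the 84 choices gave as many. With all 9 libraries thinned to 3890803 counts, 99 transcripts were called, 81 of them among the 88, which argues against unequal depth. Under library totals and under DESeq2 size factors, at least 84 of the 88 were called too, which argues against the scaling. The count was 20 without exposed fish 1, 34 without fish 3 and 117 without fish 2. Without control fish 1 to 6 in turn it was 142, 45, 42, 178, 40 and 50. The tanks of the linuron exposure are not given, and an effect of the tank was not tested.

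The 10 transcripts chosen at 225.9 µg linuron/l were 5 contigs of cytochrome P450, family 1, subfamily A, with log2 fold changes of 8.66, 8.52, 9.13, 8.43 and 8.72, and 5 lower transcripts: lanosterol synthase (-3.23), major histocompatibility complex class I UBA (-3.34), *cbln8* (-2.57) and 2 contigs of farnesyl diphosphate synthase (-2.50 and -2.40). All 3 exposed fish lay on one side of all controls in each, by the rule that chose them. The 5 higher transcripts were called whichever fish was left out. Without exposed fish 1 none of the 5 lower transcripts was called, with log2 fold changes of -3.27, -3.29, -2.23, -2.47 and -2.33 in the order above. The sum of the transcripts of major histocompatibility complex class I UBA gave 0.59, so the decrease holds for the contig and not for the gene. For *cbln8* the sum gave -1.18 and was not called (adjusted p = 0.279 from edgeR's quasi-likelihood test). The sums for lanosterol synthase (-2.51, adjusted p = 0.0109) and farnesyl diphosphate synthase (-2.45, adjusted p = 0.0149) were called by the same test. The 5 higher contigs belong to 1 component of the assembly and are not independent.

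At 34.4 ng E2/l, the 10 chosen transcripts of genes that the paper does not name were 3 contigs of carnitine palmitoyltransferase 1B (3.99, 4.01 and 3.71), transmembrane emp24 protein transport domain containing 5 (3.19), pim-2 oncogene (3.36), amyloid beta precursor-like protein 1 (-1.51), unc-51-like kinase 1b (-2.23), alanine-glyoxylate aminotransferase b (-1.97), si:dkey-8k3.2 (-1.67) and arginase, liver (-1.59). The first 5 were called whichever fish was left out, and none of the last 5 was called without exposed fish 1, with log2 fold changes of -1.52, -2.26, -1.92, -1.65 and -1.62 in that order. The 3 contigs of carnitine palmitoyltransferase 1B belong to 1 component and are not independent. Technical explanations tested for the whole comparison are given under the other observations, and tank and concentration cannot be told apart.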

How the results depend on the processing

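The filter of 5 CPM, the gene sets without members of another process and the translation set of factors only were chosen after seeing the data. Filters of 1 CPM and no filter removed no transcript from the exposed comparisons and so tested nothing there.

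With edgeR's exact test, the number of differentially expressed transcripts was 3 at 1.9 ng E2/l, 2 at 18.1 ng E2/l and 2109 at 34.4 ng E2/l (554 annotations), and 448, 16 and 83 at 225.9, 15.3 and 1.7 µg linuron/l. With DESeq2's Wald test it was 12, 1 and 2844 (806 annotations) for E2 and 763, 9 and 204 for linuron in the same order. With all 7 groups in one model it was 723 at 34.4 ng E2/l, where the separate comparison called 958 of the same 50282 transcripts, and 133, 5 and 1 for linuron. With a replicate block it was 22 at 1.7 and 34 at 225.9 µg linuron/l. With the filter of 5 CPM it was 151 at 225.9 µg linuron/l, and 558 annotations were called at 34.4 ng E2/l, with fewer transcripts tested. Apart from this filter, the cause was not tested. DESeq2 size factors (1348), library totals (1556), a replicate block (955) and the filter of 5 CPM (1676) kept the count at 34.4 ng E2/l within 1.5 times 1338.

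Leaving out 1 fish gave from 393 to 1758 transcripts and from 90 to 444 annotations at 34.4 ng E2/l (393, 553 and 466 transcripts and 90, 148 and 110 annotations without exposed fish 1, 2 and 3), from 0 to 10 transcripts at 1.7 µg linuron/l (10 without control fish 4), from 0 to 8 at 15.3 µg linuron/l (8 without exposed fish 1) and from 20 to 178 at 225.9 µg linuron/l (20 without exposed fish 1, 178 without control fish 4). With 1 exposed fish fewer, the test has fewer samples. No transcript was called at 1.9 or 18.1 ng E2/l in any of these, and 2255 and 1448 had an unadjusted p under 0.05 with all fish.

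Of the 11 gene sets at 34.4 ng E2/l, 3 changed side of the threshold. The set of insulin-like growth factor binding proteins (median log2 fold change 0.34, 75.0% of genes higher) had an adjusted p of 0.214 from limma's camera with library totals, 0.0972 with the correlation estimated and 0.0721 with a replicate block. Leaving out 1 fish gave from 0.0324 (without control fish 5) to 0.648 (without exposed fish 1) from camera, and only without control fish 5 or 6 was it past the threshold. With an exposed fish left out, the set held 7 genes instead of 8. Those values therefore mix the loss of a fish with the loss of a gene. Over the alternatives of this set the adjusted p ran from 9.51e-06 with limma's fry to 0.648. The set of methionine and cysteine metabolism (median -0.32, 44.0% of genes higher) had 0.0107 from camera with library totals, 0.0369 without members of another process, and from 0.0261 (without control fish 3) to 0.107 (without exposed fish 3), where it was past the threshold without control fish 3, control fish 4 or exposed fish 1. Over its alternatives the adjusted p from limma ran from 0.0107 to 0.282. The set of the endoplasmic reticulum (median 0.61, 90.0% of genes higher) had 0.209 from camera with the correlation estimated, over a range from 2.64e-14. The cause was not tested. The other 8 sets kept their side of the threshold in each setting run.

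Between groups of 3 control fish, the highest number of called transcripts over 10 splits was 32. It was 202 with the exact test, 4 with at least 1 CPM in 3 fish and 1 with the filter of 5 CPM. The cause was not tested.

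The log2 fold change reversed for *hspa8* at 34.4 ng E2/l, to 0.60 for the sum of its transcripts. For *esr2a* it was -0.00262 with a replicate block, and from -0.16 (without exposed fish 3) to 0.68 when 1 fish was left out. At 1.9 ng E2/l, leaving out 1 fish gave from -0.14 to 1.87 for *esr1*, from -1.20 to 2.17 for *zp3a.2* and from -1.23 to 1.26 for *zp2.5*, the lowest without exposed fish 1 in each. Major histocompatibility complex class I UBA at 225.9 µg linuron/l gave 0.59 for the sum. The cause was not tested.

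Of the 100 named genes at 34.4 ng E2/l, 41 lost their call without some fish and 10 gained one. With a replicate block 22 lost it and 3 gained it. With sums over transcripts 8 lost it in the same direction, *hspa8* lost it as it reversed, and 3 gained it, which left 70 called. The exact test added 14 calls, library totals 6 and the Wald test 8 among the 92 genes it tested, and none was lost in these 3. The separation of the fish at 34.4 ng E2/l stayed above a ratio of 1, from 1.25 to 3.86 over its alternatives, and the correlation of the responses to 34.4 ng E2/l and 225.9 µg linuron/l ran from 0.104 to 0.134.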

Differences from the paper's values

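No technical test was run in this part.

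For 2 of the 40 genes of Table 2 the fold change was counted as different, and for both the paper prints a bound. By the footnote of Table 2, that bound rests on a nominal count given to the control fish and serves for visualization. The values here for these 2 genes are estimates, so each is set against a bound and not against an estimate. The 13 values known here only as lower bounds all lay under the paper's numbers and so cannot show a difference. For *vtg3* at 34.4 ng E2/l the fold change was 469 ± 210 against the paper's bound of over 825. Of the alternatives set before the data were examined, leaving out exposed fish 2 (577) came within 1.5 times of that number, leaving out control fish 4 gave only a lower bound (at least 321), which leaves the gap open, and the others did not close it. For *rdh10a* it was 34.8 ± 4.18 against the paper's bound of over 108, and none of the alternatives came as near, with values from 29.0 to 40.7.

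No transcript was differentially expressed at 1.9 or 18.1 ng E2/l, where 2255 and 1448 had an unadjusted p under 0.05, against the paper's 4 and 2. The exact test of edgeR gave 3 and 2, within 1.5 times of the paper's, and the other alternatives came within it for neither. At 34.4 ng E2/l there were 1338 transcripts against the paper's 2113. The exact test gave 2109, of which 2085 were among the authors' transcripts. Library totals (1556, of which 1383), DESeq2's Wald test (2844, of which 1797) and leaving out control fish 1 (1614) or control fish 4 (1758) came within 1.5 times of the paper's number without closing the gap, as did the filter of 5 CPM (1676), which was chosen after seeing the values. The other alternatives did not come within it. The annotations among them were 339 against the paper's 808. Counted in the same way, the transcripts called in the authors' deposited comparison carry 552 annotations, so the paper's number is not on the scale of the counts given here. The paper states that differentially expressed transcripts without annotation were also searched against NCBI databases. The annotations counted here are the deposited Ensembl ones, which 879 of the authors' called transcripts lack. Whether this makes up the gap was not tested. By number alone, the exact test (554) and the Wald test (806) came within 1.5 times of it, as did the filter of 5 CPM (558), which was chosen after seeing the values, and the others did not.

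The paper's range for the 4 zona pellucida genes begins at 70. Read as the highest fold of the transcripts of each gene, the lowest of the 4 was 164, and none of the alternatives run closed the gap. Read as the range over all 16 called transcripts, it ran from 76.6 to 246 and did not differ from the paper's.

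Of the genes that the paper names as differentially expressed at 34.4 ng E2/l, *polr3a*, *eif4a2*, *rpl5a*, *rps23*, *apoc2*, *ppardb*, *igfbp1b*, *ckb*, *atad3a*, *nipbl*, *rbms2*, *eef1e1*, *tubb4b*, *mcm8*, *ass1*, *noc2l*, *ybx1*, *suds3* and *pck1* were not called in edgeR's quasi-likelihood test. The exact test called *polr3a*, *eif4a2*, *rpl5a*, *rps23*, *apoc2*, *ppardb*, *igfbp1b*, *noc2l*, *ybx1*, *ckb*, *atad3a*, *nipbl*, *rbms2* and *pck1*. DESeq2's Wald test called *polr3a*, *rpl5a*, *rps23*, *ppardb*, *noc2l*, *ybx1*, *ckb* and *rbms2*, and library totals *polr3a*, *eif4a2*, *rpl5a*, *rps23*, *noc2l* and *ybx1*. A replicate block called *ass1*, *rbms2* and *pck1*, sums over transcripts *polr3a*, *eif4a2* and *noc2l*, and the model of all groups *rps23* and *ybx1*. The filter of 5 CPM, chosen after seeing the values, called *rpl5a* and *ybx1*. Of the genes in the list, *polr3a*, *rpl5a*, *ybx1* and *ckb* were called without control fish 1, *polr3a* and *rps23* without control fish 3, *apoc2*, *ass1* and *atad3a* without control fish 4, and *eif4a2* and *ppardb* without control fish 6. Of the genes named at 1.9 ng E2/l, neither *bcl6a* (log2 fold change 2.43) nor *spns1* (-2.43) was called. The exact test and the Wald test called *bcl6a*, and the Wald test called *spns1*. The paper ranks *nots* second by significance. Here its adjusted p from edgeR's quasi-likelihood test was 3.87e-10, behind *vtg1* (1.71e-10), *vtg6* (1.71e-10) and *vtg2* (2.20e-10), each with all 3 exposed fish higher. They were at least 1718-fold, 2108-fold, 741-fold and 406-fold higher in this order. With edgeR's exact test *nots* was second after *vtg1*.

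The paper names *tgm2l* as the most strongly decreased gene. Here it was at least 50.6-fold lower and *igfbp1a* 50.5-fold lower, and the order of genes known only by a bound is not determined. The paper treats *vapa* as stable, and its representative transcript was higher by 1.03 on the log2 scale, without being called. That transcript was chosen for its low p-value, and the sum over the 4 transcripts of *vapa* was higher by only 0.16. The paper reports apoptosis as overrepresented among the decreased transcripts. The median log2 fold change of the apoptosis set here was -0.00. A median over genes that went both ways does not test that overrepresentation. The paper lists lipid metabolism among the increased processes and names *apobb* within it as differentially regulated, without a direction. Here *apobb* was lower (-1.15), which is not a difference from that statement. The set of apolipoproteins and lipid transport had a median of -0.28.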

Other observations

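Of the tests in this part, those of *rpp21*, *crot*, the vitellogenin and nothepsin counts in controls, the transcripts called only by the exact test, the size of the shift with library totals, and the 2 later tests of fish 1 at 1.9 ng E2/l were chosen only after the result was seen.

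At 34.4 ng E2/l, 1 of the 84 choices of 3 of the 9 fish, the real one, gave as many differentially expressed transcripts, and the most in another choice was 59. For gene sets past the threshold it was also 1 of 84, with 8 sets, but another choice gave 7, and 57 of the others gave at least 1. At 1.9 and 18.1 ng E2/l and at 1.7 and 15.3 µg linuron/l, 84 of 84 choices gave as many transcripts, since the count was 0, where 2255, 1448, 3589 and 2698 had an unadjusted p under 0.05. Counting these instead, 32, 77, 11 and 21 of the 84 choices gave as many. The most differentially expressed transcripts in another choice were 14, 106, 42 and 2807 in the same order. The choice with 2807 joined control fish 1 with 2 exposed fish. With all libraries thinned to 3894392 counts, 1243 transcripts were called at 34.4 ng E2/l, 1129 of them among the 1338, which argues against unequal depth as their source. Each E2 concentration was run in 1 tank, so a tank effect and an effect of E2 cannot be told apart.

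Control fish were compared with each other in 10 splits into groups of 3. A transcript was called in 3 of the 10, with at most 32, between 1316 and 3879 had an unadjusted p under 0.05, and the exact test called between 7 and 202 transcripts. The tanks of the control fish are not given.

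With library totals, all transcripts together shifted at 34.4 ng E2/l, with a median log2 fold change of 0.22 against 0.02 with TMM. The shift was 0.15 at 1.7 and 0.11 at 225.9 µg linuron/l and -0.11 at 1.9 ng E2/l. In 18 of 18 pairs of a control and an exposed fish, the 20 most abundant transcripts took the larger share in the control (15.1% to 17.6% against 14.0% to 14.7%). From the mean shares, this would raise all other transcripts by 0.0318 on the log2 scale, and by at most 0.062 in any pair of fish, against a shift of 0.20. These values argue against the 20 transcripts as the whole source of the shift. The 100 most abundant transcripts would give 0.10, and what makes up the rest was not tested.

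In fish 1 at 1.9 ng E2/l, *esr1*, *zp3a.2* and *zp2.5* were higher than in all controls. Reads or RNA of a fish at 34.4 ng E2/l in that library would raise all strongly risen transcripts by 1 share. The planned test found 26.0% of 169 such transcripts under the predicted count, where counting noise gives 2.5%. Of the 2 later versions, counting above the lowest control gave 3.81% of 105, and testing assembly components gave 25.0% of 88. The share itself differed between the genes, with 20.1% for *esr1*, 4.64% for *zp3a.2* and 3.94% for *zp2.5*. As the versions disagree, such a mixture and a response of this fish cannot be told apart.

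Counts of vitellogenin and nothepsin in control fish could come from reads of the libraries at 34.4 ng E2/l. A common share for all 7 genes had a probability of 1e-05, the smallest that 100000 simulated tables can give. The excess lay in *vtg3*, with 52 counts against 2.57 predicted (Poisson probability 1.97e-48), which argues against this source for *vtg3*. The simulated and the Poisson probabilities cover counting error only. The split of the genes was made after seeing the counts. For the other 6, with 136 counts, the probability was 0.0331, and the source cannot be told apart from low expression.

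The contigs of *rpp21* share a component with *aqp12*. The log2 fold change of 1 of 4 *rpp21* contigs lay in the range of the *aqp12* contigs (4.61 to 5.23), and the others were lower, down to 2.52. That contig, which stands for *rpp21*, is annotated as *aqp12a* from other fish, and the others are not. This criterion was reconsidered after its result, since contigs carrying both sequences would lie between 0 and that range, so reads of *aqp12* and a rise of *rpp21* cannot be told apart. For *crot*, in 1 of 2 fish at lower concentrations with raised *zp3a.2*, the excess of *crot* as a share of that of *zp3a.2* lay in the range at 34.4 ng E2/l (19.4% to 45.8%): 24.0% in fish 1 at 1.9 ng E2/l and 128% in fish 2 at 18.1 ng E2/l. Reads of zona pellucida transcripts and a rise of *crot* cannot be told apart.

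Of 83 transcripts called only by the exact test at 1.7 µg linuron/l, 32.5% had exposed fish that overlapped the controls, and 56 were separated from all controls, where chance gives 2.38% of transcripts that were not chosen by a test. As these were chosen by a test of the same difference, a difference carried by 1 fish and one shared by the 3 cannot be told apart from these values. At 15.3 µg linuron/l, 56.3% of 16 such transcripts overlapped.

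The log2 fold changes at 34.4 ng E2/l and 225.9 µg linuron/l correlated with r = 0.395 against the same controls. In 50 simulations of unchanged groups, shared controls alone gave 0.353. With the controls split between the comparisons, the mean r over 20 splits was 0.120 (from 0.0575 to 0.178), against 0.000752 in the simulations. Of 88 transcripts called at 225.9 µg linuron/l, 80 were listed at 34.4 ng E2/l and 3 were called there, 2 in the same direction. Whether chance gives as many was not tested. The 14 other pairs of groups, looked at afterwards, gave means from -0.123 to 0.229 with split controls. Pairs with a group without any called transcript reached similar values, 0.158 for 34.4 ng E2/l with 1.7 µg linuron/l and 0.104 for 1.9 ng E2/l with 225.9 µg linuron/l, where 3589 and 2255 transcripts of the groups without a call had an unadjusted p under 0.05. The value of 0.120 is therefore not particular to the highest concentrations, and no explanation of it was tested.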
